# A low-input high resolution sequential chromatin immunoprecipitation method captures genome-wide dynamics of bivalent chromatin

**DOI:** 10.1186/s13072-024-00527-9

**Published:** 2024-02-10

**Authors:** Janith A. Seneviratne, William W. H. Ho, Eleanor Glancy, Melanie A. Eckersley-Maslin

**Keywords:** Bivalent chromatin, Embryonic stem cells, Plasticity, Bivalency, Chromatin immunoprecipitation, Epigenetics, H3K4me3, H3K27me3, Sequential ChIP, ChIP-reChIP

## Abstract

**Background:**

Bivalent chromatin is an exemplar of epigenetic plasticity. This co-occurrence of active-associated H3K4me3 and inactive-associated H3K27me3 histone modifications on opposite tails of the same nucleosome occurs predominantly at promoters that are poised for future transcriptional upregulation or terminal silencing. We know little of the dynamics, resolution, and regulation of this chromatin state outside of embryonic stem cells where it was first described. This is partly due to the technical challenges distinguishing bone-fide bivalent chromatin, where both marks are on the same nucleosome, from allelic or sample heterogeneity where there is a mix of H3K4me3-only and H3K27me3-only mononucleosomes.

**Results:**

Here, we present a robust and sensitive method to accurately map bivalent chromatin genome-wide, along with controls, from as little as 2 million cells. We optimized and refined the sequential ChIP protocol which uses two sequential overnight immunoprecipitation reactions to robustly purify nucleosomes that are truly bivalent and contain both H3K4me3 and H3K27me3 modifications. Our method generates high quality genome-wide maps with strong peak enrichment and low background, which can be analyzed using standard bioinformatic packages. Using this method, we detect 8,789 bivalent regions in mouse embryonic stem cells corresponding to 3,918 predominantly CpG rich and developmentally regulated gene promoters. Furthermore, profiling Dppa2/4 knockout mouse embryonic stem cells, which lose both H3K4me3 and H3K27me3 at approximately 10% of bivalent promoters, demonstrated the ability of our method to capture bivalent chromatin dynamics.

**Conclusions:**

Our optimized sequential reChIP method enables high-resolution genome-wide assessment of bivalent chromatin together with all required controls in as little as 2 million cells. We share a detailed protocol and guidelines that will enable bivalent chromatin landscapes to be generated in a range of cellular contexts, greatly enhancing our understanding of bivalent chromatin and epigenetic plasticity beyond embryonic stem cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-024-00527-9.

## Background

The chromatin landscape of cells not only shapes cellular identity, but also enables how cells are able to respond and adapt to a changing environment. Amongst the multitude of different layers of organisation, histone post-translational modifications are tightly associated with the activity and accessibility of the underlying DNA sequence. In particular, tri-methylation of lysine 4 on histone 3 (H3K4me3) is tightly correlated with active promoters, whilst tri-methylation of lysine 27 of histone 3 (H3K27me3) is associated with heterochromatin and gene repression [1–3]. Remarkably these two seemingly opposing histone modifications can be found on opposite tails of the same nucleosome where it is thought to reflect a poised state of the underlying DNA sequence that is amenable to future activation or repression (reviewed in [4, 5]). In mouse embryonic stem cells, removing bivalent chromatin results in the accumulation of tightly repressive DNA methylation and the inability of the genes to be activated in a timely manner upon differentiation [6–10]. Therefore, bivalent chromatin is a classic exemplar of molecular plasticity, by priming genes for the future and facilitating cell adaptation. However, bivalent chromatin has been predominantly studied in the context of mouse embryonic stem cells (ESC) where it was first described [11, 12]. This is partly due to technical challenges associated with accurately detecting this important structure. Consequently, our current understanding of the distribution and dynamics in other cell types and species remains limited.

A major challenge in studying bivalent chromatin is that the co-occurrence of active H3K4me3 and inactive H3K27me3 histone modifications needs to be distinguished from instances where the histone modifications occur on different alleles in the cell or in different cells within a mixed population (Fig. 1A). Consequently, performing independent chromatin immunoprecipitation (ChIP) or CUT&RUN-related methods separately for H3K4me3 and H3K27me3 and then overlapping peaks in silico is not sufficient to be absolutely certain the region is indeed bivalent and not a consequence of allelic or cellular heterogeneity. This becomes even more of a challenge when analysing complex systems such as developing tissues or patient cancer samples. Previous studies in human T cells and mouse ESCs have suggested that as many as 14% to 25%, respectively, of bivalent regions called using independent ChIPs are false-positives [13, 14]. To address this, sequential ChIP or ChIP-reChIP approaches have been developed [13–18], whereby the chromatin purified from a first immunoprecipitation reaction (e.g., H3K4me3) is used as input into a second immunoprecipitation reaction for a different modification (e.g., H3K27me3). Theoretically, only chromatin with both marks of interest are purified in this way. However, these protocols typically require tens of millions of cells as input and so are not always feasible and often lack appropriate controls, leading to many false-positives. Moreover, poor signal-to-noise makes data interpretation and downstream analysis complex. Recently, multi-tagmentation methods have been described to simultaneously map multiple histone modifications in single-cells [19–21], yet these methods required custom reagents such as different barcoded Tn5 complexes or nanobodies, and complex data-analysis pipelines. Therefore, there is a need for sensitive, robust and cost-effective methods to accurately detect bivalent chromatin in low cell numbers that can use existing standardised downstream data-analysis approaches.

**Fig. 1:**
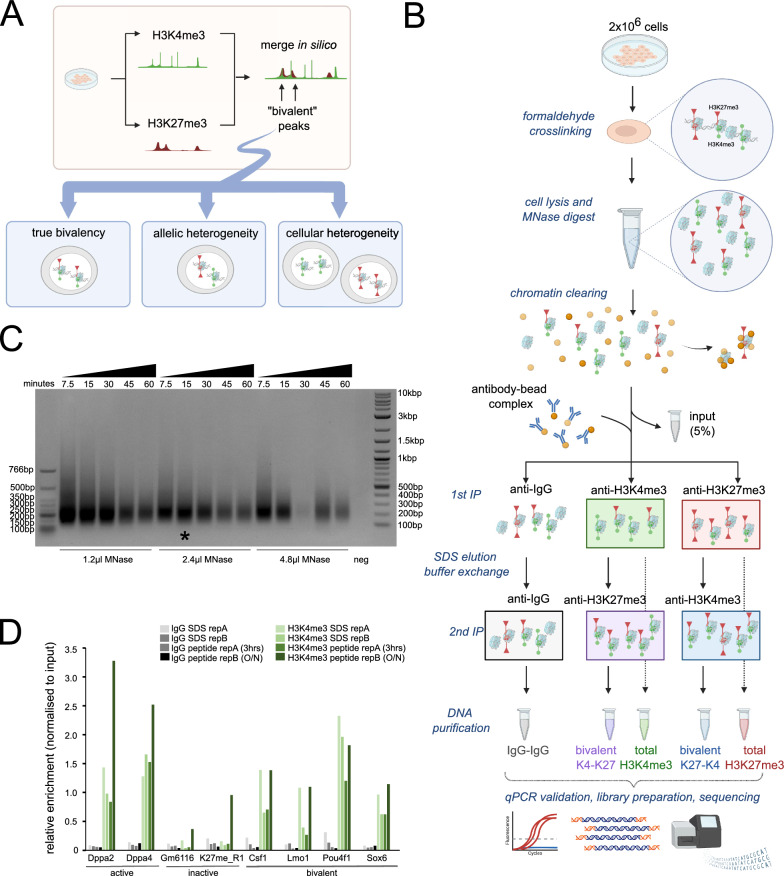
Development of an optimised ChIP-reChIP protocol to robustly measure bivalent chromatin. **A** Potential limitations in using independent total H3K4me3 (green, circles) and total H3K27me3 (red, triangles) datasets in distinguishing bone-fide bivalent chromatin, where the two marks occur on the same nucleosome, from allelic and cellular heterogeneity. **B** overview of sequential ChIP-reChIP protocol, see methods for detailed description. **C** Agarose gel showing chromatin digested with 1.2μl, 2.4μl or 4.8μl MNase for different amounts of time (7.5 min to 60 min). 2 million cells were used per condition. Negative control did not have any MNase added. Star denotes final condition used in protocol. **D** Single H3K4me3 (green) and IgG control (grey) ChIP-qPCR analysis comparing SDS-based elution (light) from peptide elution (dark). Two active H3K4me3-only (Dppa2, Dppa4), two inactive H3K27me3-only (Gm6116, K27me_R1) and four bivalently marked loci (Csf1, Lmo1, Pou4f1, Sox6) were analyzed. Enrichment values normalised to input are shown

Here, we present a highly-optimized sequential ChIP (reChIP) methodology for accurately detecting bivalent chromatin along with controls from just 2 million cells. From one sample, our refined method generates 5 datasets including the 2 reChIP datasets (H3K4me3 followed by H3K27me3 and vice versa) and 3 control datasets (IgG–IgG background reChIP, in-line total H3K4me3 and in-line total H3K27me3). By applying our method in mouse ESCs we detected 8,789 bivalent chromatin regions which occurred predominantly at CpG-rich promoters. Importantly, in addition to 77% of previously annotated bivalent genes [14], our method revealed an additional 1,511 bivalent gene promoters in mouse ESCs. Lastly, we validated the sensitivity of our method by profiling ESCs lacking the epigenetic priming factors *Dppa2* and *Dppa4* which are required for maintaining bivalent chromatin at a subset of promoters [6, 7]. This confirmed the ability of our method to detect dynamic changes in bivalent chromatin. In summary, our method provides a much-needed resource for researchers wishing to accurately map bivalent chromatin landscapes from as little as 2 million cells.

## Results

### Development of an optimised ChIP-reChIP protocol to robustly measure bivalent chromatin

A challenge in studying bivalent chromatin is that aligning independently generated single H3K4me3 and H3K27me3 datasets in silico is theoretically insufficient to distinguish true bivalency (where both marks are present on the same chromatin fragment) from allelic or cellular heterogeneity (where marks are present on different alleles or in different cells within the population) (Fig. 1A). To address this, reChIP (also known as sequential ChIP or ChIP-reChIP) approaches have been used [13–18, 22, 23], however, many limitations exist with current protocols which typically require large (> 10 million cells) amount of starting material per reaction (13–15, 22, 23), and consequently are often performed in just one of the two directions [23]. This is a major issue as many false positives can confound the results due to “signal carry-over” whereby enrichment from the first ChIP carries through into the second ChIP. Moreover, variable data quality with low signal to noise has traditionally made downstream bioinformatic analysis of bivalent regions challenging. To address these points, we optimised the reChIP protocol to give a high signal to noise ratio with both qPCR and high-throughput sequencing readouts from just 2 million cells (Fig. 1B). Critically, we advise the reChIP be carried out in both orientations (H3K4me3 followed by H3K27me3 and vice versa). The method was optimised using serum/LIF cultured E14 mouse Embryonic Stem Cells (ESCs) given their well-defined distribution of bivalent chromatin [11, 12, 14, 18]. Importantly our method produces high quality data that can be analysed with commonly-used bioinformatic tools. A full detailed protocol accompanies this paper (Additional file 1).

The 3-day workflow is shown in Fig. 1B. Briefly, cells are treated with formaldehyde to cross-link chromatin, and 2 million cell aliquots can then be stored at − 80 ℃ for up to 6 months. Cells are gently lysed and treated with MNAse to generate predominantly mononucleosomes (Fig. 1C, Additional file 2: Figure S1A) and chromatin pre-cleared by incubating with pre-washed dynabeads for 3 h at 4 ℃ to reduce non-specific binding. Alternatively, sonication can be used to fragment chromatin with similar results (Additional file 2: Figure S1A, B). During the pre-clearing step, the antibody-dynabead complexes are formed for the IgG control, H3K4me3 and H3K27me3 immunoprecipitations. 5% of the precleared chromatin is set aside as an input control and the remainder split across the three tubes of antibody-dynabead complexes for the first overnight immunoprecipitation at 4 ℃.

Following the first immunoprecipitation, the chromatin-antibody-dynabead complexes are thoroughly washed to remove any non-specific binding prior to chromatin elution. Traditionally, reChIP protocols typically use one of two approaches to elute chromatin from beads. DTT- or SDS-based elution buffers function by dissociating the affinity interactions upon which the immunoprecipitation is based but require additional dilution and/or cleanup steps to ensure compatibility with a second immunoprecipitation reaction (14–17, 22, 23). An alternative is to use high concentration of modified histone tail peptides to compete with antibody binding sites [13]. We compared these two approaches to elute chromatin in single H3K4me3 ChIPs (Fig. 1D). The SDS elution performed well in terms of specificity and signal to noise ratio. The 3 hour peptide competition gave similar results to SDS elution, however, the amount of unspecific background signal increased when incubated overnight (Fig. 1D). After considering costs and availability of commercial peptides, we decided to implement SDS elution in our final protocol. To facilitate subsequent antibody binding events, we diluted the chromatin and performed a buffer exchange using 3 kDa molecular weight filters. From the first immunoprecipitation reaction, 10% of the sample representing in-line total H3K4me3 or total H3K27me3 control can be set aside to aid downstream analysis and bivalent peak classification, although we recommend performing independent total H3K4me3 and H3K27me3 ChIPs when possible. The second immunoprecipitation is then performed overnight using the alternate antibody so that the reChIP is performed in both directions: H3K4me3 followed by H3K27me3 (K4-K27), and H3K27me3 followed by H3K4me3 (K27-K4). As a negative control, IgG followed by IgG (IgG–IgG) is also performed to control for non-specific enrichment during the reChIP assay. Chromatin is then eluted in SDS-elution buffer, formaldehyde crosslinks reversed, RNA and proteins degraded, and enriched DNA fragments purified ready to be processed for qPCR analysis and/or high throughput sequencing.

### Generating high quality genome-wide bivalent chromatin maps in mouse embryonic stem cells

To date bivalent chromatin is best understood in mouse ESCs. Therefore, we used this model to test our refined method. In total 9 datasets were generated from two biological replicates (Fig. 2A). These included two in-line H3K4me3 single ChIPs, two in-line H3K27me3 single ChIPs, two each of K4-K27 and K27-K4 reChIPs, and one IgG–IgG replicate. 

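E14 is an established line of mouse embryonic stem cells. The in-line totals were the 10% of chromatin set aside after the first ChIP. The authors trimmed the reads, aligned them to the mouse genome (mm10, the same assembly as GRCm38) with bwa mem, and counted alignments with a mapping quality over 20 in SeqMonk without removing duplicates. The deposited values are log2 RPM (reads scaled to the library size) per 1 kb of region, with no subtraction of the IgG–IgG signal. They cover separate sets of regions for total H3K4me3, total H3K27me3, K4-K27 and K27-K4, and every set holds a value for each of the 9 E14 libraries. The paper's text does not name how the regions of these sets were called, and their edges lie on a different grid from the bins of its EPIC2 peak calls. Values in each library step in whole reads, with 0.9 reads entered where there were 0, so the reads behind them could be counted. In replicate 1 these were 13705153 reads for total H3K4me3, 12294691 for total H3K27me3, 9941715 for K4-K27, 6741245 for K27-K4 and 8819678 for IgG–IgG. In replicate 2 they were 29588821 reads for total H3K4me3, 31847414 for total H3K27me3, 34441553 for K4-K27 and 47903464 for K27-K4. Enrichment was calculated here as the log2 value of a library minus the IgG–IgG value of the same region. A single IgG–IgG library served both replicates, so the background had no replicate of its own. The replicates were sequenced in separate batches, and the spread between replicates therefore includes any batch difference. Across the 24540 K4-K27 regions, Pearson's r between replicates was 0.826 for total H3K4me3, 0.860 for total H3K27me3, 0.782 for K27-K4 and 0.447 for K4-K27. These correlations run across regions, which are not independent replicates. Groups of libraries were compared in each region with limma (moderated variances with a trend, robust) on the log2 values as deposited. A region was called at a log2 difference above 1 in either direction and a Benjamini-Hochberg adjusted p under 0.05.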

We note that the widely-used commercial ChIP-grade H3K4me3 antibody used predominantly in our manuscript has also been reported to detect H3K4me2 at lower efficiency [24], and so we may also be detecting some H3K4me2-H3K27me3 bivalent nucleosomes. Replicate 2 was sequenced at a higher depth (45–55 million reads per sample) than replicate 1 (9.4–19.6 million reads per sample), to enable us to determine optimal library sequencing depth through downsampling analysis (see below).

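The paper's Table S1 lists between 9392611 aligned reads (K27-K4 replicate 1) and 55500170 aligned reads (K27-K4 replicate 2), which are the paper's values. Between 65.6% of the aligned reads (total H3K4me3 replicate 2) and 86.3% (K27-K4 replicate 2) stood behind the deposited values. Of the 104272 values of each library over the E14 region sets, 1292 rested on 0 reads in K27-K4 replicate 1 and 220 in K27-K4 replicate 2. For K4-K27 these were 1293 values in replicate 1 and 2 in replicate 2. The IgG–IgG library had 2746 values at 0 reads, and enrichment over it is least precise in those regions.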

**Fig. 2:**
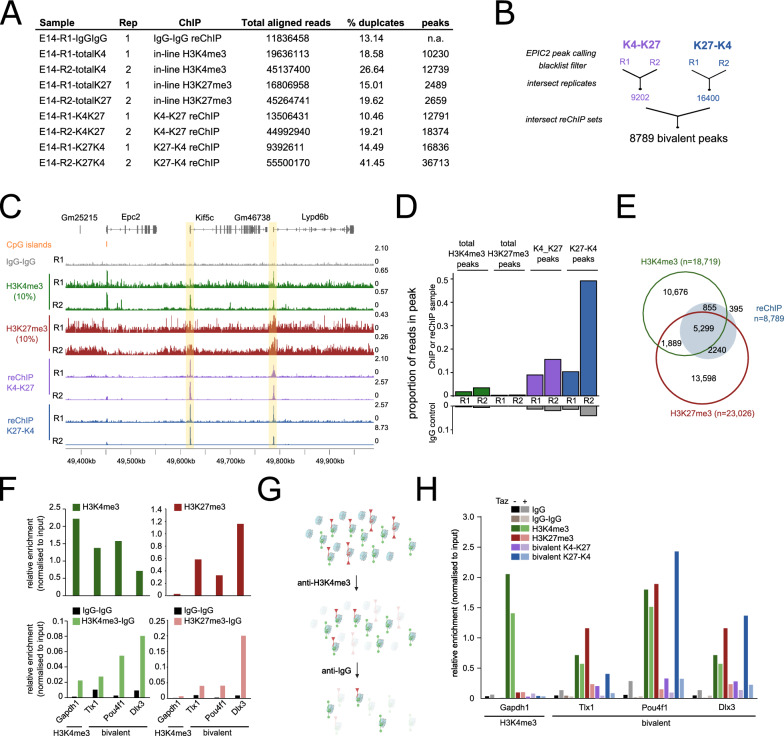
**A** Summary table of samples sequenced in E14 mouse embryonic stem cells indicating replicate (Rep), ChIP, total aligned reads, percentage duplication and number of peaks. **B** Analysis pipeline for calling bivalent peaks. **C** Genome browser view of reChIP datasets including IgG–IgG reChIP control (grey), in-line total H3K4me3 (green, rows 2 and 3), in-line total H3K27me3 (red, rows 4 and 5) and bivalent reChIP for H3K4me3 followed by H3K27me3 (K4-K27, purple, rows 6 and 7) or vice-versa (K27-K4, blue, row 8 and 9). Two biological duplicates (R1 and R2) are shown for all but IgG–IgG libraries. CpG islands are denoted by orange bars. Bivalent regions are highlighted in yellow. **D** FRiP scores showing proportion of reads within peaks for each individual sample. IgG–IgG (grey) is shown for each set of peaks to get background levels. **E** Comparison of peaks called using our reChIP method compared to in silico overlap of independently derived total ChIP-seq datasets **F** Single ChIP-qPCR for H3K4me3 (green) or H3K27me3 (red) at a H3K4me3 region (Gapdh1) or three bivalent regions (Tlx1, Pou4f1, Dlx3). Bottom panel shows corresponding reChIP controls: IgG–IgG (black), H3K4me3-IgG (light green), H3K27me3-IgG (light red). **G** Schematic of enrichment of first IP into the second IP when IgG antibody is used as the second IP in reChIP experiments. **H** reChIP-qPCR analysis of a H3K4me3-only region (Gapdh1) and three bivalent regions (Tlx1, Pou4f1 and Dlx3) in control (dark bars) versus cells treated with Tazemetostat (Taz) to reduce global H3K27me3 levels (light bars)

The bioinformatic workflow for calling bivalent peaks is outlined in Fig. 2B. Initial data inspection of our reChIP datasets revealed strong peak distribution of reads for the K4-K27 and K27-K4 reChIP samples at known bivalent regions with low intervening background signal (Fig. 2C). Furthermore, peaks were observed in the in-line total H3K4me3 and total H3K27me3 samples, albeit these signals were noisier. This is likely due to the lower starting material for library preparation of these samples which only correspond to approximately 60,000 cells. This is near the lower limit for achieving clear signal over background for single ChIPs in our laboratory (Additional file 2: Figure S1C).

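Peaks were compared with background at the 21857 regions that both the K4-K27 and the K27-K4 sets list (shared regions). Median log2 enrichment over IgG–IgG at the shared regions was 1.00 in K4-K27 replicate 1 and 1.87 in replicate 2. For K27-K4 it was 1.60 in replicate 1 and 2.58 in replicate 2. Values were above IgG–IgG at 79.9% of the shared regions in K4-K27 replicate 1 and at 98.8% in K27-K4 replicate 1. Over all K27-K4 regions the median enrichment of replicate 2 was 2.09, and the log2 ratio of the mean linear values was 2.48, the largest shift that an alternative gave among the E14 reChIPs. Pou4f1, a bivalent promoter that the paper tested by qPCR, lies in a K4-K27 region on chromosome 14 from 104463001 to 104475900. Its log2 enrichment was 2.94 and 2.87 in K4-K27 replicates 1 and 2, and 2.70 and 4.06 in K27-K4 replicates 1 and 2. The region at Tlx1 (chromosome 19, 45139501 to 45161550) had log2 enrichments of 2.53 and 2.55 in K4-K27 and of 2.33 and 3.54 in K27-K4. At Dlx3 (chromosome 11, 95116951 to 95131650) the log2 enrichments were 1.91 and 2.56 in K4-K27 and 2.15 and 3.58 in K27-K4. A shared region also covered the promoter of Gapdh (chromosome 6, 125158351 to 125172600), one of the paper's qPCR controls with H3K4me3 only. Its log2 enrichment was -1.55 and 0.20 in K4-K27 replicates 1 and 2, and 0.74 and 1.48 in K27-K4 replicates 1 and 2. Klf4, another of these controls, also had a shared region at its promoter (chromosome 4, 55527901 to 55534800), with log2 enrichments of 1.24 and 2.43 in K4-K27 and of 2.25 and 3.74 in K27-K4, while Dppa2 and Dppa4 had none. Of the controls with H3K27me3 only, the promoter region of Gm6116 (chromosome 5, 74947201 to 74959200) had 2.28 and 1.51 in K4-K27 and 1.73 and 2.20 in K27-K4, and that of Meis2 (chromosome 2, 116058301 to 116079900) had 2.68 and 2.82 in K4-K27 and 2.66 and 3.78 in K27-K4.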

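Over their own region sets, the in-line totals had median log2 enrichments over IgG–IgG of 1.38 and 1.80 for H3K4me3 in replicates 1 and 2. For H3K27me3 these were 1.57 and 1.67. At the shared reChIP regions the medians were 0.95 and 1.16 for total H3K4me3, and 0.20 and 0.15 for total H3K27me3. The 4 reChIP libraries were compared with the 4 in-line totals at the shared regions, which were themselves called in the reChIPs. With limma, 6404 of 21857 regions had higher values in the reChIPs and 0 had lower values. At an unadjusted p under 0.05, 9526 regions were higher and 0 were lower. The median log2 difference was 1.18, with 0.77 in replicate 1 alone and 1.70 in replicate 2 alone. The choice that moved the count most was the group of totals, tried after the data were seen. Against total H3K4me3 alone, 4399 regions were higher and 90 lower, and against total H3K27me3 alone 14399 were higher.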

We sequenced the two biological replicates at different depths ranging from approximately 10 million through to 55 million aligned reads (Fig. 2A). From the higher coverage replicate 2, we performed in silico downsampling analysis from which we concluded that 15–20 million reads was a good compromise between number of high-confidence bivalent peaks and promoters detected (see below) versus sequencing cost (Additional file 2: Figure S1D, E). 

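In replicate 1, 6017 of the 24540 K4-K27 regions (24.5%) had a value at least 2 log2 units above IgG–IgG, and 4473 (18.2%) were below IgG–IgG. Among the 36235 K27-K4 regions of the same replicate, 8140 (22.5%) were at least 2 log2 units above IgG–IgG and 2046 (5.65%) were below it. K27-K4 replicate 1 had fewer reads than K4-K27 replicate 1 (6741245 against 9941715), so depth alone does not explain its lower share below IgG–IgG. In the more deeply sequenced replicate 2, the regions at least 2 log2 units above numbered 10521 for K4-K27 and 19388 for K27-K4. Below IgG–IgG in replicate 2 were 3 K4-K27 regions and 0 K27-K4 regions.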

Supporting this, even with approximately 10 million mapped reads in replicate 1 there were clear peaks in the reChIP samples (Fig. 2C). Moreover, downsampling independently derived total H3K4me3 and H3K27me3 datasets generated from approximately 10 million cells had no negligible effect on the number of peaks called (Additional file 2: Figure S1F, G), suggesting it is the starting cell number, not the sequencing depth, that dictates data quality.

To get a measure of the specificity of our assay, we calculated the fraction of reads in called peak regions (FRiP score) which is commonly used in ATAC-seq analysis to determine library quality. Notably, all reChIP samples had very high FRiP scores, while the corresponding IgG–IgG scores for each of the peak sets were all less than 0.1 (Fig. 2D). This indicates a very high and specific enrichment and low background of these reChIP libraries.

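The fraction of reads in peaks was obtained here by turning the deposited values back into reads and dividing by the reads behind the values of the library. In the K4-K27 regions, which cover 3.6% of the reference, it was 0.205 for K4-K27 replicate 1 and 0.299 for replicate 2, against 0.0698 for IgG–IgG. In the K27-K4 regions, which cover 4.48% of the reference, it was 0.276 for K27-K4 replicate 1 and 0.645 for replicate 2, against 0.0885 for IgG–IgG. Relative to IgG–IgG in the same regions, the K4-K27 scores were 2.94 and 4.29 times as high, and the K27-K4 scores 3.12 and 7.29 times as high, in replicates 1 and 2. The in-line totals had scores in their own regions of 0.0986 and 0.133 for H3K4me3 and of 0.0416 and 0.0442 for H3K27me3. IgG–IgG placed 0.0389 of its reads in the H3K4me3 regions and 0.0162 in the H3K27me3 regions. The ratios to IgG–IgG were 2.54 and 3.41 for total H3K4me3, and 2.58 and 2.74 for total H3K27me3. The widest Wilson 95% interval spanned 0.000675, so that the replicates differed by far more than counting error. These intervals cover counting error only, since duplicate reads are not independent molecules. Restricting the regions to the shared ones moved the K27-K4 scores most, to 0.244 and 0.589. From the FRiP scores of the reChIPs and of IgG–IgG, the paper concludes that enrichment was high and specific and that background was low.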

Overlapping total H3K4me3 and total H3K27me3 peaks in silico is often used as a proxy to define bivalent chromatin (Fig. 1A). Using this approach with the independent 10 million cell datasets gives 7,188 putative bivalent regions, of which 5,299 (73.7%) overlapped a peak in both reChIP datasets (Fig. 2E). Crucially, 1,889 in silico called peaks are not validated in both reChIP directions indicating a high false-positive rate of 26.3% (Fig. 2E). This may be explained by allelic or cellular heterogeneity in mouse embryonic stem cells and highlights the importance of performing reChIP experiments to accurately measure bivalent chromatin.

A frequently used control in sequential ChIP experiments is to use IgG as a second antibody [14, 22]. The rational for this is that the IgG should not enrich for any chromatin regions and thus the H3K4me3-IgG and/or H3K27me3-IgG reChIPs can be used to estimate non-specific enrichment levels and control for signal carry-through from the first ChIP into the second. To test the utility of these controls we performed H3K4me3-IgG and H3K27me3-IgG reChIP-qPCRs in mESCs (Fig. 2F). However, these reChIPs still showed substantial enrichment at bivalent regions, while the IgG–IgG reChIPs did not enrich at any region (Fig. 2F). The enrichment at H3K4me3-IgG and H3K27me3-IgG reChIPs had a near identical enrichment pattern to the corresponding total H3K4me3 or H3K27me3 single ChIPs. Consistently, reanalysis of published reChIP data in mESCs [14] showed near identical enrichment between total H3K4me3 and H3K4me3-IgG reChIP datasets (Additional file 2: Figure S1H). This suggests that the use of IgG as a secondary ChIP is subsampling the first enrichment (Fig. 2G), and so not a useful negative control.

As an alternative control for signal carry-over from the first ChIP into the second, we treated mESCs with the Ezh2 inhibitor Tazemetostat to deplete global levels of H3K27me3 [25, 26]. As expected, single ChIP-qPCR revealed total H3K27me3 at these regions was completely lost in the Tazemetostat-treated cells, while total H3K4me3 was unaffected (Fig. 2H). Importantly, in Tazemetostat-treated cells, the reChIP signal in both orientations was also depleted. This indicates that our reChIP protocol is specific for detecting *bone fide* bivalent chromatin and not affected by signal from the first ChIP carrying through into the second.

### Identification of 8,789 bivalent peaks in mESCs

In our mESC datasets, we revealed 9,202 K4-K27 and 16,400 K27-K4 reChIP peaks of which 8,789 were shared (Fig. 3A). 

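The deposited sets hold 24540 K4-K27 regions and 36235 K27-K4 regions. Of these, 21857 were shared, which is 89.1% of the K4-K27 set and 60.3% of the K27-K4 set. Shared regions had identical coordinates in both sets, so stricter rules on the overlap returned the same number. The alternative that moved the count most kept only regions at least 2 log2 units above IgG–IgG in both replicates. It left 4855 K4-K27 regions and 7725 K27-K4 regions, of which 3683 were shared. The copy of Table S1 read here is cut short and lists 1572 of the paper's 8789 bivalent peaks. Of these, 1570 (99.9%) overlapped a shared region. Most of the listed peaks have only total H3K4me3 in the paper's classes by in-line totals. The overlap and the widths below therefore hold for the listed peaks only. The listed peaks had a median width of 1100 bp, against 5250 bp for the 1428 shared regions that overlapped them. Across the shared regions, Pearson's r between K4-K27 and K27-K4 was 0.676 in replicate 1 and 0.926 in replicate 2. Between replicates it was 0.580 for K4-K27 and 0.852 for K27-K4.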

We first investigated whether these peaks were similarly shared in total H3K4me3 and/or total H3K27me3 datasets. We initially stratified bivalent peaks using our in-line total H3K4me3 and H3K27me3 single ChIPs. We were unable to call many peaks using these in-line controls (Additional file 2: Figure S2A), although enrichment for total H3K4me3 and total H3K27me3 at bivalent regions was still observed (Fig. 3B). This is likely due to the low signal- to-noise seen in these datasets that correspond to approximately 60,000 cells (Fig. 2D). Therefore, as an alternative we stratified the reChIP peaks using independent total ChIPs from approximately 10 million cells we previously generated using the same cell line [7]. 

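Each shared region was compared with the deposited regions of the in-line totals, counting any overlap. Both totals had a region at 2774 shared regions (12.7%), and only total H3K4me3 had a region at 11334 (51.9%). Only total H3K27me3 had a region at 2436 shared regions (11.1%), and neither total had one at 5313 (24.3%). A stricter overlap rule gave 2746, 11360, 2370 and 5381 shared regions for these classes in the same order. At the shared regions with both totals, median log2 enrichment over IgG–IgG was 0.83 and 0.95 for total H3K4me3 in replicates 1 and 2, and 0.94 and 0.95 for total H3K27me3. At the regions with neither total, it was 0.46 and 0.49 for total H3K4me3 and 0.43 and 0.42 for total H3K27me3. Total H3K4me3 values lay above IgG–IgG at 83.3% and 80.2% of those regions in replicates 1 and 2, and total H3K27me3 values at 74.2% and 73.1%.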

When using these independently derived total ChIP-seq datasets, 5,299 of the 8,789 peaks (60%) overlapped peaks in both the total H3K4me3 and H3K27me3 datasets (Fig. 3A). We termed these high-confidence promoters to distinguish them from K4-biased (peak shared only in total H3K4me3, n = 855), K27-biased (peaks shared only in total H3K27me3, n = 2,240) or low confidence (did not share a peak in either total H3K4me3 or H3K27me3, n = 395) bivalent regions. As expected, high confidence bivalent regions had the highest enrichment in reChIP datasets (Fig. 3B, C). 

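With the in-line totals as the reference for the classes, the shared regions with both totals had the highest median log2 enrichment in each of the 4 reChIP libraries. It was 2.33 and 2.75 in K4-K27 replicates 1 and 2, and 2.47 and 3.74 in K27-K4 replicates 1 and 2. Regions with only total H3K4me3 had medians of 0.41 and 1.88 in K4-K27 and of 1.49 and 2.59 in K27-K4. Regions with only total H3K27me3 had medians of 1.94 and 1.82 in K4-K27 and of 1.80 and 2.42 in K27-K4. Regions with neither total had medians of 1.02 and 1.49 in K4-K27 and of 1.36 and 2.13 in K27-K4. The order of the H3K4me3-only and H3K27me3-only regions was not the same in all libraries. Both orientations were then compared at the 21857 shared regions with limma. Without pairing of replicates, 0 regions were called, and 55 had an unadjusted p under 0.05, all with a higher value in K27-K4. The median log2 difference was 0.70. With each library centred on its median it was 0.02, and 0 regions were called, while 207 of the 459 with an unadjusted p under 0.05 were higher in K27-K4 and 252 lower. With the replicate as a block, 1523 regions were called, all higher in K27-K4. The shared region with the highest mean value over the 4 reChIPs lies 1824 bp from the start site of Gm1979 (chromosome 5, 26006551 to 26007900), with a mean log2 value of 3.96. The next were a region at the promoter of Tbc1d4 (chromosome 14, 101606851 to 101609700), with a mean log2 value of 3.85, and a region at the promoters of Nr3c2 and Gm10649 (chromosome 8, 76898251 to 76904250), with 3.56.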

Representative H3K4me3-only, high-confidence, K4-biased, K27-biased and low-confidence bivalent regions are shown in Additional file 2: Figure S2B-F.

**Fig. 3:**
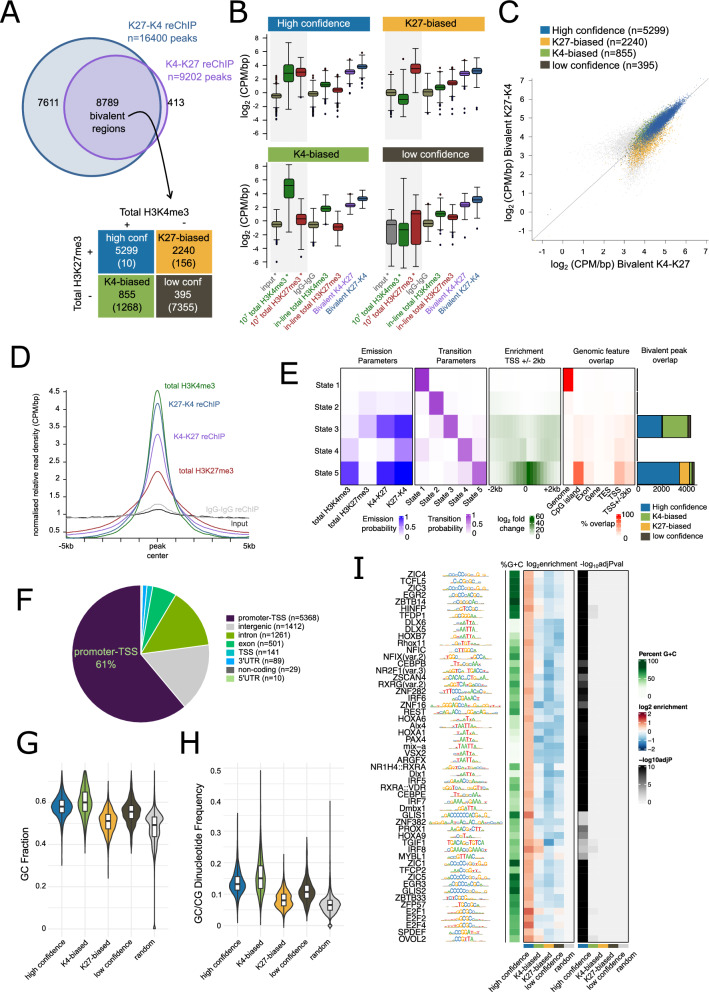
Identification of 8,789 bivalent regions in mouse embryonic stem cells. **A** Overlap between K27-K4 (blue) and K4-K27 (purple) reChIP datasets. The 8,789 overlapping peaks were classified as high confidence (overlap peak in both total H3K4me3 and total H3K27me3, blue), K4-biased (overlap peak in only total H3K4me3, green), K27-biased (overlap peak in only H3K27me3, orange) or low confidence (does not overlap peak in either H3K4me3 or H3K27me3, brown) using independent total H3K4me3 and H3K27me3 single ChIPs from approximately 10 million cells from GSE135841 [7]. **B** Box-whisker plots (line shows median and box denotes 25th and 75th percentile, whiskers shown interquartile range multiplied by 2) showing log_2_CPM/bp values for high confidence (top left), K4-biased (top right), K27-biased (bottom left) and low confidence (bottom right) peaks in independent total H3K4me3 and total H3K27me3 datasets from GSE135841 [7] (denoted by * and shaded grey background) or the in-line total and reChIP datasets generated in this study. **C** Scatter plot showing log_2_CPM/bp values for bivalent K4-K27 (x-axis) and bivalent K27-K4 (y-axis) datasets for all bivalent peaks highlighting high confidence (blue), K4-biased (green), K27-biased (orange) and low confidence (brown) peaks. **D** Relative distribution plot (each probe is weighted equally in final profile) of reads across peaks showing broader peak width for H3K27me3 peaks compared to H3K4me3 and reChIP peaks **E** 5-state chromHMM models using pooled replicates for in-line total H3K4me3, in-line total H3K27me3 and K4-K27 and K27-K4 reChIP datasets showing emission (left) and transmission (second from left) parameters, enrichment across TSS ± 2kb and overlap with high confidence (blue), K4-biased (green), K27-biased (orange) and low-confidence (brown) bivalent regions (right). **F** Genomic features associated with the bivalent regions. **G**, **H** Violin plots showing GC fraction **G** and GC-CG dinucleotide frequency **H** within regions compared to random subset (width and GC-content matched) of 8,789 genomic regions. All comparisons are statistically significant after multiple testing (Benjamini–Hochberg correction). **I** Motif enrichment for the four classes of bivalent peaks compared to the same background set used in **G**, **H**. Those with log_2_enrichment over random sequences > 1 are shown, along with their enrichment scores and -log_10_Adjusted p-value

The bivalent reChIP peaks were sharp and narrow (Fig. 3D), demonstrating the specificity of our approach in enriching for chromatin fragments containing both modifications of interest, and the absence of carry-over of the broader H3K27me3 signal, particularly in the K27-K4 reChIP dataset. 

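The width of the deposited regions was measured for each E14 set. Median width was 3000 bp for K4-K27 (interquartile range 1650 to 4950 bp) and 2400 bp for K27-K4 (1350 to 4050 bp). It was 1950 bp for total H3K4me3 (1200 to 3000 bp) and 750 bp for total H3K27me3 (450 to 1500 bp). Regions longer than 5 kb made up 24.5% of the K4-K27 set, 17.8% of the K27-K4 set, 5.66% of the H3K4me3 set and 2.55% of the H3K27me3 set. These are widths of called regions, and not of the signal across peak centres that Fig. 3D plots. Restricting both reChIP sets to the shared regions raised the median width to 3300 bp. Shared regions had the same edges in both sets, so these widths do not measure each orientation separately. In WT and DKO clones, median widths were 1350 and 1500 bp for K4-K27 and 900 and 900 bp for K27-K4. For total H3K4me3 they were 1650 and 1800 bp there, and for total H3K27me3 750 and 750 bp. ReChIP enrichment was also measured at the regions of the totals. At 2255 regions of both totals, median log2 enrichment over IgG–IgG was 2.96 and 3.65 in K4-K27 replicates 1 and 2, and 3.29 and 4.78 in K27-K4. At the 18956 regions of total H3K27me3 alone, it was 1.59 and 1.09 in K4-K27 and 1.12 and 0.69 in K27-K4. At the 19715 regions of total H3K4me3 alone, it was 0.04 and 1.68 in K4-K27 and 1.39 and 2.32 in K27-K4. Across the shared regions, Pearson's r between K27-K4 and total H3K27me3 of the same replicate was 0.341 in replicate 1 and 0.191 in replicate 2.

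**Figure D1:**
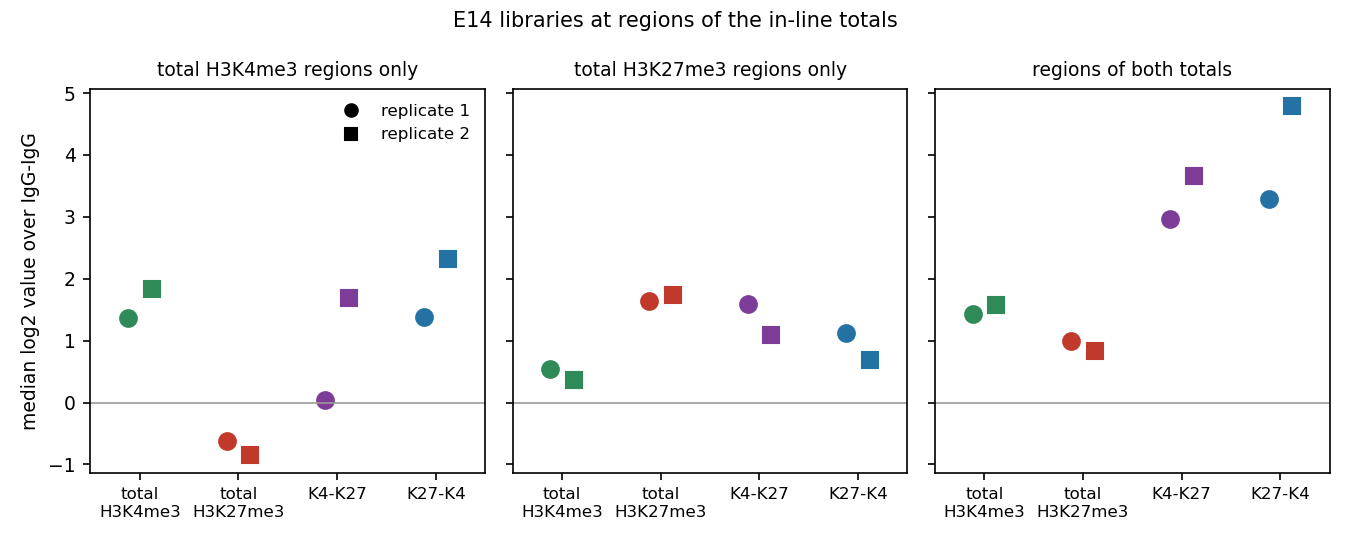
Median log2 value over IgG–IgG (vertical axis) of the E14 libraries at regions of total H3K4me3 alone (19715 regions), of total H3K27me3 alone (18956) and of both totals (2255). Circles are replicate 1 and squares replicate 2, and the reChIP medians at regions of both totals lie between 2.96 and 4.78.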

Orthogonal unbiased Hidden Markov Model approaches [27] using in-line totals and reChIPs identified chromatin states that matched our peak-centric classifications (Fig. 3E). From the 5-state chromatin model we observed that state 3 and state 5 were characterised by high signal in both K4-K27 and K27-K4 datasets, as well as in-line controls. Both these states were enriched for our bivalent promoters, confirming the validity of these bivalent peak subclasses.

Consistent with previous studies [4, 5, 11], bivalent peaks were predominantly located at promoters or transcription start sites (TSS) (80%) (Fig. 3F) which contained CpG islands (Additional file 2: Figure S2G). 

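Promoters were taken as 1.5 kb either side of the 31601 transcription start sites of RefSeq transcripts. Of the 21857 shared regions, 12987 (59.4%) overlapped a promoter. Among 100 sets of random regions of the same widths and chromosomes, between 7.11% and 7.91% of regions overlapped one. By in-line class, the share at promoters was 78.4% for regions with both totals, 76.1% with only total H3K4me3, 34.2% with only total H3K27me3 and 25.5% with neither. The alternative that moved the overall share most was chosen after the data were seen. It kept the 3683 shared regions at least 2 log2 units above IgG–IgG in both replicates, of which 75.2% overlapped a promoter.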

Sequence analysis revealed that bivalent regions had a higher GC content (Fig. 3G) and CpG dinucleotide frequency (Fig. 3H) than size and GC-content matched random set of genomic regions. 

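Sequence composition of the shared regions was compared with 100 sets of random regions matched in width and chromosome, but not in GC content. Median GC fraction was 0.501 in the shared regions and 0.416 in the random regions. Median CpG frequency was 2.37 per 100 bp in the shared regions and 0.714 per 100 bp in the random regions. GpC dinucleotides, which have the same composition, had medians of 6.09 and 4.00 per 100 bp. The ratio of observed to expected CpG, which takes the GC content into account, was 0.384 in the shared regions and 0.167 in the random regions. For each of these measures, 0 of the 100 random sets reached the median of the shared regions. Drawing the random regions from within 10 kb of start sites moved the background most, to a GC fraction of 0.449 and a CpG frequency of 1.04 per 100 bp. The CpG frequency was highest in shared regions with only total H3K4me3 in-line (2.82 per 100 bp) and lowest in those with only total H3K27me3 (1.77 per 100 bp).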

Motif analysis revealed a strong enrichment for motifs associated with developmental regulation including ZSCAN4, HOX(A1,A6,A9,B7), PROX1, TGIF1, PAX4/9 and ZIC1/4/5 (Fig. 3I) in the high confidence bivalent regions. Approximately half (51.8%) of non-promoter bivalent peaks predominantly overlapped candidate enhancer elements (Additional file 2: Figure S2H), suggesting a potential regulatory role for this chromatin state at enhancer elements.

### Catalogue of 3,918 high-confidence bivalent gene promoters in mouse embryonic stem cells

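The 12987 shared regions at promoters lay within 1.5 kb of the start sites of 15305 RefSeq genes. With the promoter taken as 5 kb either side the number was 16065 genes, and from 1 kb upstream to 100 bp downstream it was 15075 genes. Chosen after the data were seen, GENCODE start sites gave 18855 genes and a stricter set of shared regions gave 3238.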

Given the strong overlap between high confidence bivalent regions and gene promoters, we next analysed gene promoters specifically and found a total of 5,104 bivalent gene promoters in mESCs (Fig. 4A). As some promoters contained more than one bivalent peak, to classify the promoters, we used a hierarchical classification approach whereby promoters were first classed as high confidence if there were any high confidence peaks, then K4-biased followed by K27-biased and lastly low confidence (Fig. 4A). The majority of bivalent promoters were high confidence using the independent 10 million cell totals for classification. To directly compare our list of bivalent promoters with previous studies [14], we re-processed and classified the previous datasets using our pipeline (Additional file 2: Figure S3A), identifying 4,661 bivalent promoters. Importantly, our method detected 3,593 (77%) of these previously annotated bivalent genes (Fig. 4B). Closer examination of the novel bivalent promoters captured with our improved method saw an enrichment of signal in previous reChIP datasets at these loci (Additional file 2: Figure S3B), suggesting that these bivalent regions are real and that the increased signal to noise with our method enables these novel bivalent promoters to be captured. Of note, however, is our improved sensitivity in detecting high-confidence bivalent gene promoters. With the previous dataset, only 397 bivalent promoters were classified as high confidence in contrast to the 3,918 in our study, highlighting the increased sensitivity of our method.

**Fig. 4:**
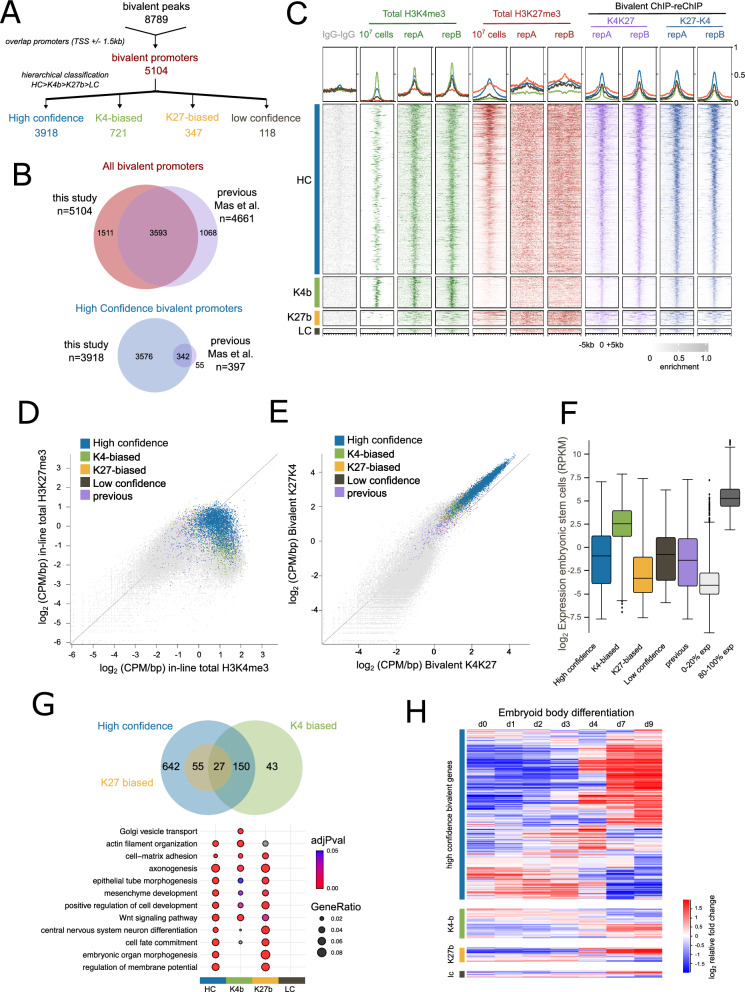
Catalogue of 5,104 bivalent gene promoters in mouse embryonic stem cells. **A** Schematic outlining classification strategy for bivalent promoters. Full list of bivalent promoter classifications is available in Additional file 3: Table S3. **B** Overlap of all bivalent promoters (top) and high-confidence bivalent promoters (bottom) between those identified in this study compared to previously published reChIP data (reanalyzed from [14]). **C** Enrichment heatmaps showing CPM/bp normalised read densities for high confidence (top row), K4-biased (second row), K27-biased (third row) and low confidence (bottom row) bivalent promoters after scaling for all datasets analysed. Peaks were extended to 5kb upstream and downstream of the peak centre. Values surpassing the 99th percentile have been masked for visualisation. 10^7^ samples refers to independent total H3K4me3 and total H3K27me3 datasets from GSE135841 [7] **D, E** Scatterplot showing log_2_enrichment (CPM/bp) of **D** in-line total H3K4me3 (x-axis) and in-line total H3K27me3 (y-axis) or **E** bivalent K4-K27 (x-axis) and K27-K4 (y-axis) reChIP datasets for all promoters highlighting those that overlap different classes of bivalent peaks defined using independent 10 million cell total H3K4me3 and total H3K27me3. **F** Box plot showing log_2_ RPKM gene expression levels in mouse embryonic stem cells for four different classes of bivalent genes and those redefined from previous data (14). Expression of the bottom 20% and top 20% is shown as a comparison. Gene expression data reanalyzed from GSE135841. **G** Gene Ontology analysis showing overlap of representative enriched terms in the four classes of bivalent genes (top) and gene ratios and adjusted P-value of selected terms (bottom). The full list of enriched terms is available in Additional file 3: Table S4. **H** log_2_ fold change in gene expression levels for different classes of bivalent genes across 9 days of embryoid body differentiation. Each gene has been normalised separately across the time series, genes are grouped using correlation based clustering. Gene expression data reanalyzed from (GSE135841)

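Promoters were classed by the in-line totals, in the order both totals, only total H3K4me3, only total H3K27me3 and neither. The 2656 promoters with both totals had median log2 enrichments over IgG–IgG of 2.43 and 2.81 in K4-K27 replicates 1 and 2, and of 2.51 and 3.81 in K27-K4. The 10445 promoters with only total H3K4me3 had medians of 0.33 and 1.90 in K4-K27 and of 1.49 and 2.67 in K27-K4. For the 874 promoters with only total H3K27me3 these were 2.27 and 2.41 in K4-K27 and 2.22 and 3.45 in K27-K4. The 1330 promoters with neither had medians of 1.15 and 1.70 in K4-K27 and of 1.49 and 2.62 in K27-K4. Total H3K4me3 had medians of 0.82 and 0.93 in replicates 1 and 2 at promoters with both totals, and of 1.35 and 1.88 at those with only total H3K4me3. Total H3K27me3 had medians of 0.88 and 0.89 at promoters with both totals, and of 0.92 and 0.92 at those with only total H3K27me3. Values average over whole regions, and shared regions with both totals were the widest class, with a median of 6450 bp.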

The high confidence bivalent gene promoters had the highest levels of total H3K4me3 and total H3K27me3 (Fig. 4C, D) and bivalent K4-K27 and K27-K4 reChIP enrichment (Fig. 4C, E). As expected, the high confidence bivalent genes were expressed at low yet detectable levels in pluripotent mouse embryonic stem cells (Fig. 4F). In contrast the K4-biased bivalent genes had higher expression values, consistent with their enrichment for total H3K4me3 but not total H3K27me3. The high confidence bivalent genes were enriched in developmental biological processes (Fig. 4G) of which many were shared with the K4-biased or K27-biased classes. In line with current models [4, 5, 28], high confidence bivalent genes were dynamically expressed upon differentiation resolving to either an active or repressed state (Fig. 4H, Additional file 2: Figure S3C). Therefore, our data support the current model of bivalent chromatin marking developmental genes in embryonic stem cells, that are poised for future activation or repression.

### Profiling bivalent chromatin dynamics in DPPA2/4 knockout mouse embryonic stem cells

Lastly, we confirmed the sensitivity of our method to detect changes in bivalent chromatin by profiling mouse embryonic stem cells deficient for the epigenetic priming factors DPPA2 and DPPA4 [7]. We and others recently reported that DPPA2/4 are required to maintain bivalent chromatin at a subset of bivalent genes which were termed Dppa2/4-dependent [6, 7] (Fig. 5A). To test the dynamic sensitivity of our method, we profiled two wild-type (WT) and two DPPA2/4 double knockout (DKO) clones using our refined method. 

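Each clone was profiled in 4 ChIPs, namely total H3K4me3, total H3K27me3, K4-K27 and K27-K4, with an IgG–IgG reChIP from WT clone 57 alone. The deposited values are in the unit given for E14 cells, over separate region sets for each ChIP in WT and in DKO cells. WT clones 57 and 58 had 18918372 and 16697637 reads behind the values of total H3K4me3, and 18429878 and 15601155 behind those of total H3K27me3. Their K4-K27 libraries had 9242971 and 10727500 reads, their K27-K4 libraries 15851034 and 17052421, and the IgG–IgG library 14904560. DKO clones 43 and 53 had 27181436 and 24224789 reads for total H3K4me3, and 18294235 and 33848181 for total H3K27me3. Their K4-K27 libraries had 10542765 and 12987116 reads, and their K27-K4 libraries 23330124 and 17118903. The K4-K27 reads were between 43.4% and 61.3% of the aligned reads in the paper's Table S1, whereas in the total and K27-K4 libraries the share lay between 76.1% and 82.6%. The DKO clones were compared with the WT clones with limma for each ChIP separately. Regions of the WT set were tested together with regions of the DKO set that overlapped none of them. This gave 37723 regions for K4-K27, 46737 for K27-K4, 43065 for total H3K4me3 and 43057 for total H3K27me3. With 2 clones per genotype, differences between clones other than the knockout are not separated from it. The targeted genes were examined first, in total H3K4me3 at their promoters. The log2 values at Dppa2 were 1.90 and 0.77 in WT clones 57 and 58 and 2.08 and 1.34 in DKO clones 43 and 53, and at Dppa4 they were 2.34 and 1.45 in the WT clones and 2.39 and 1.56 in the DKO clones. At Dppa2 the log2 difference between DKO and WT was 0.37 (standard error 0.67, adjusted p = 1.00), and at Dppa4 it was 0.08 (standard error 0.75, adjusted p = 1.00). The values at these promoters did not separate the genotypes.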

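The 453 K4-K27 regions that were called lower in DKO clones in both reChIP orientations were compared with 14977 regions present in both orientations and called in neither. At the 453 regions, the median log2 difference between DKO and WT was -2.26 for total H3K4me3 (interquartile range -2.60 to -1.91) and -1.41 for total H3K27me3 (-1.89 to -1.09). Both DKO clones were below both WT clones at 99.8% of the 453 regions for total H3K4me3 and at 95.8% for total H3K27me3, at regions selected on the reChIPs of the same clones. At the 14977 regions the medians were -0.05 for total H3K4me3 and 0.12 for total H3K27me3. Tested over all regions of each total with limma, total H3K4me3 was lower in DKO clones at 1746 regions and higher at 224, and total H3K27me3 was lower at 172 regions and higher at 7. Of the 224, 223 came from the DKO region set alone and 85 had at most 3 reads in both WT clones, with a median width of 300 bp for the 224. All 7 higher total H3K27me3 regions had at most 3 reads in both WT clones. The 172 lower ones had a median width of 300 bp. Of the 453 regions, 369 overlapped a region called lower for total H3K4me3 and 63 a region called lower for total H3K27me3. Median log2 differences of the called regions were -2.25 for total H3K4me3 lower and -1.99 for total H3K27me3 lower. These counts depended on the scaling and on the regions tested. With each library centred on its median, 2896 regions were lower and 974 higher for total H3K4me3. For total H3K27me3 0 were then called, with 6960 at an unadjusted p under 0.05. Without the quartile of regions lowest in mean value, 558 regions were lower and 1 higher for total H3K4me3, and 326 lower and 20 higher for total H3K27me3.

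**Figure D2:**
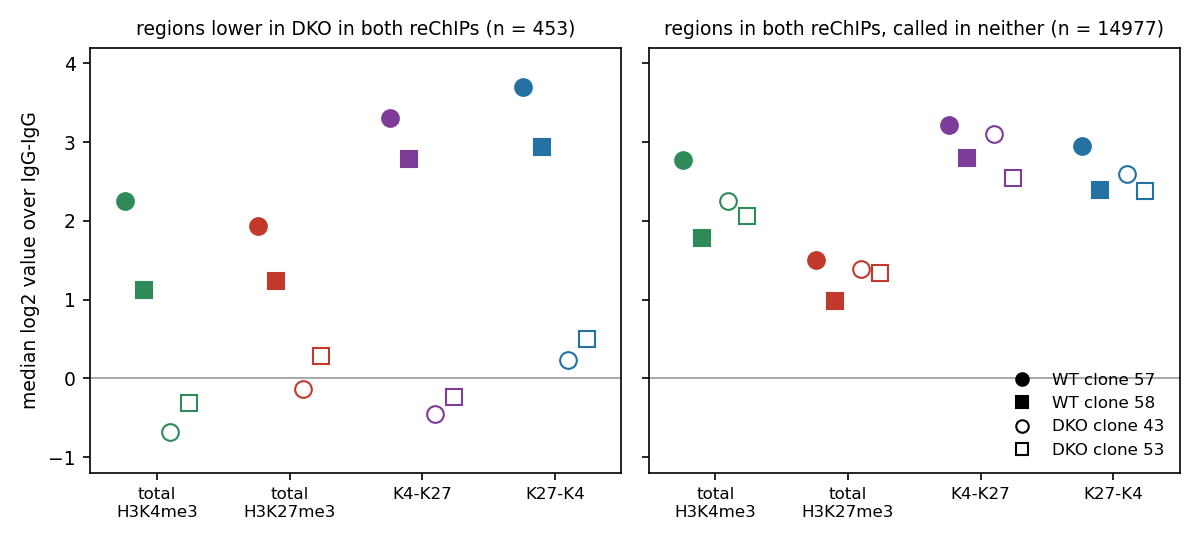
Median log2 value over IgG–IgG (vertical axis) of each ChIP in WT clones 57 and 58 (filled) and DKO clones 43 and 53 (open), at the 453 regions lower in both reChIPs and at the 14977 regions called in neither. At the 453 regions the medians of both DKO clones lie below those of both WT clones in all 4 ChIPs.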

Our reChIP datasets recapitulated previous observations where total H3K4me3 and total H3K27me3 signals were lost at Dppa2/4-dependent bivalent genes yet retained at Dppa2/4-independent (stable) genes in the DPPA2/4 knockout cells (Fig. 5B). Importantly, this was also observed in the both bivalent K4-K27 and K27-K4 reChIP directions, highlighting the ability of our improved method to detect dynamics of bivalent chromatin between different conditions.

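At the 453 regions, which were selected on these libraries, the median log2 difference between DKO and WT was -3.37 for K4-K27 and -2.91 for K27-K4. At the 14977 regions called in neither orientation it was -0.19 for K4-K27 and -0.12 for K27-K4. Relative to IgG–IgG, the K4-K27 medians at the 453 regions were 3.31 and 2.79 in WT clones 57 and 58, and -0.45 and -0.23 in DKO clones 43 and 53. For K27-K4 they were 3.70 and 2.94 in the WT clones and 0.23 and 0.49 in the DKO clones. A limma interaction term tested whether the loss differed between orientations over 15852 regions. It called 0 regions, with 836 at an unadjusted p under 0.05, and 4 with the clone as a block. Of the loci named in the paper and reported here, the promoters of Csf1 and Fam163a were called lower in both orientations. At Csf1 (chromosome 3, 107758501 to 107760900) the log2 difference in K4-K27 was -3.32 (standard error 0.63, adjusted p = 6.3e-05), and in K27-K4 it was -2.17 (standard error 0.43, adjusted p = 0.0103). At Fam163a (chromosome 1, 156203701 to 156205800) it was -3.37 in K4-K27 (standard error 0.60, adjusted p = 1.1e-05) and -2.35 in K27-K4 (standard error 0.45, adjusted p = 0.00765). With plain eBayes variances the K27-K4 calls of these 2 promoters were lost. Total H3K4me3 was called lower at both, with log2 differences of -2.15 at Csf1 and -2.80 at Fam163a. Total H3K27me3 was not called at either, with log2 differences of -1.05 and -1.27. Near Fam163a on chromosome 1, the promoter of Tdrd5 had a log2 difference of -0.20 in both orientations and was not called. The remaining named promoters reported here were not called either. In K4-K27 and K27-K4 respectively, log2 differences were 1.63 and -0.19 at Gm6116, 0.09 and -0.57 at Meis2, -0.26 and -0.53 at Sox6, -0.70 and -0.73 at Colgalt2, -1.18 and -0.60 at Mfsd4a, 0.01 and 0.31 at Kif5c and -1.19 and -0.64 at Lypd6b, and -0.32 in K4-K27 at Rnf149. Lmo1 had a log2 difference of -1.34 in K4-K27 and -1.23 in K27-K4, and Klf4 had -0.36 in K4-K27 and -1.61 in K27-K4. The K27-K4 region at Klf4 had an adjusted p of 0.115 from limma, and was called under 4 alternatives, such as quantile normalisation (-1.31). From the loss in both orientations, the paper concludes that the method can detect changes of bivalent chromatin between conditions.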

**Fig. 5:**
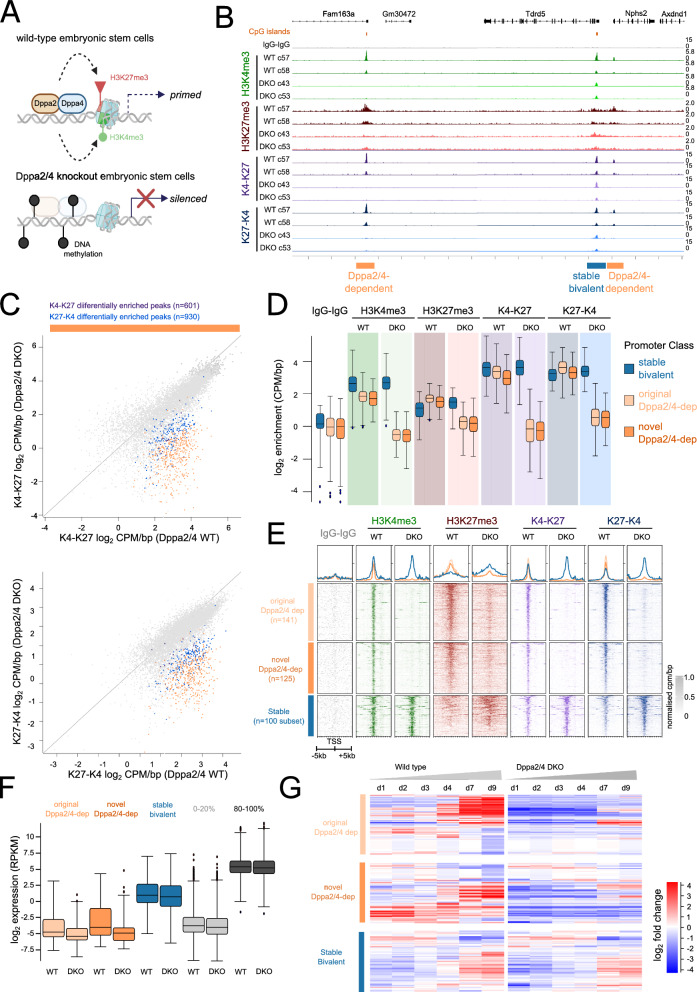
Profiling bivalent chromatin dynamics in DPPA2/4 knockout mouse embryonic stem cells. **A** Schematic depicting how DPPA2/4 maintain both H3K4me3 and H3K27me3 at a subset of bivalent genes, priming them for future activation. Loss of DPPA2/4 leads results in loss of both H3K4me3 and H3K27me3 and gain of repressive DNA methylation (black circles). **B** Genome browser view of wild type (WT, dark) and DPPA2/4 double knockout (DKO, light) embryonic stem cell clones. Two clones of each genotype are shown. In-line total H3K4me3 (green), in-line total H3K27me3 (red) and bivalent K4-K27 (purple) and K27-K4 (blue) reChIP data tracks are shown. Dppa2/4-dependent promoters (lose bivalency when DPPA2/4 absent) are denoted by orange bars. Stable promoters are denoted by blue bars. **C** Scatterplots showing enrichment (log_2_ CPM/bp) for K4-K27 (top) and K27-K4 (bottom) reChIPs between wild type (x-axis) and Dppa2/4 double knockout (DKO) (y-axis) across all bivalent peaks (grey). Highlighted are those differentially enriched in the K4-K27 (purple), K27-K4 (blue) or both (orange) reChIP datasets. **D** box plot showing normalised enrichment (CPM/bp) of previously annotated Dppa2/4-dependent gene promoters (light orange) and novel Dppa2/4-dependent gene promoters (dark orange) across the different datasets and clones. As a comparison a subset of stable Dppa2/4-independent gene promoters (bivalent promoters that do not change) are shown (blue). **E** Enrichment heatmaps showing normalised enrichment of previously annotated Dppa2/4-dependent genes (top, light orange) and novel DPPA2/4-dependent genes (middle, dark orange) across the different datasets averaging across clones. As a comparison a subset of Dppa2/4-independent genes (bivalent promoters that do not change) are shown (bottom, blue). **F** Log_2_ RPKM expression levels of original (light orange), novel (dark orange) Dppa2/4-dependent genes and high confidence but not differentially enriched (blue) genes across the different datasets between wild type (WT) and DPPA2/4 double knockout (DKO) cells. As a comparison the bottom 20% (light grey) and top 20% (dark grey) expressed genes are shown. **G** log_2_ normalised expression levels of previously annotated (light orange, top), novel (dark orange, middle) Dppa2/4-dependent genes compared to stable bivalent genes (blue, bottom) during 9 days of mouse embryoid body differentiation in wild type cells (left) and DPPA2/4 double knockout cells (right). Each gene has been normalized separately across the time series to aid visualisation of expression patterns, genes are grouped using correlation based clustering

Given the improved sensitivity of our method we next sought to determine whether there may be more widespread changes in chromatin bivalency in DPPA2/4 knockout ESCs compared to what had been previously reported [6, 7]. Firstly, we called peaks for the reChIP samples. This revealed 9,225 peaks that were bivalently marked in either wild-type and/or DPPA2/4 DKO cells in both reChIP directions (Additional file 2: Figure S4A) of which 5,713 were high-confidence in either WT and/or Dppa2/4 DKO cells. 

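The deposited sets hold 26544 WT and 28227 DKO regions for K4-K27, and 31231 WT and 28540 DKO regions for K27-K4. Of the WT regions, 17374 (65.5%) of the K4-K27 set and 13737 (44.0%) of the K27-K4 set overlapped a DKO region of the same ChIP. In WT cells 12025 K4-K27 regions overlapped a K27-K4 region, and in DKO cells 11308 did. Of the latter, 3435 overlapped none of the former, so that 15460 regions were found in both orientations in WT and/or DKO cells. Restricting the sets to regions at least 2 log2 units above IgG–IgG in both clones moved this number most, to 8766.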

To determine if any peaks were gained or lost specifically in Dppa2/4 DKO cells, we performed differential enrichment test using EdgeR (Additional file 3: Table S5, see methods). There were 566 differentially enriched bivalent regions in both the K27-K4 and K4-K27 reChIP datasets (Fig. 5C). 

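Of the 37723 K4-K27 regions tested with limma, 741 were lower in DKO clones and 35 were higher. Of the 46737 K27-K4 regions, 671 were lower and 0 higher, with 2750 higher at an unadjusted p under 0.05. The median log2 difference of all tested regions was -0.01 for K4-K27 and -0.19 for K27-K4. In both orientations, 453 K4-K27 regions were lower, overlapping 451 K27-K4 regions. The alternative that moved this number most was plain eBayes, without the variance trend, which gave 74 regions. Across 16295 pairs of overlapping K4-K27 and K27-K4 regions, Pearson's r of the log2 differences was 0.606. All but 1 of the 453 regions (452) overlapped a shared E14 region. Table S5 of the paper lists 595 K4-K27 regions as lower, and of the 590 with a tested region here, 422 (71.5%) were called lower and all 590 had a negative log2 difference. In the part of its K27-K4 list read here, 739 of the regions listed as lower had a tested region, of which 469 (63.5%) were called lower and all had a negative log2 difference. Region by region, r between the log2 differences listed in the paper and those fitted here was 0.563 for K4-K27 and 0.756 for K27-K4. The largest falls, averaged over both orientations, were at a region 1824 bp from the start site of Gm1979 and at the promoter of Pdzrn4. At the Gm1979 region (chromosome 5, 26006551 to 26007900), the log2 difference was -6.70 in K4-K27 (standard error 0.78, adjusted p = 3.5e-13), from 337 and 231 reads in the WT clones to 2 and 5 in the DKO clones, or -6.40 with counts under 3 reads set to 3. In K27-K4 it was -4.45 (standard error 0.49, adjusted p = 0.000314), from 588 and 364 reads to 20 and 33. At Pdzrn4 (chromosome 15, 92396401 to 92398200) the log2 difference was -6.05 in K4-K27 (standard error 0.93, adjusted p = 1.7e-07), or -5.76 with the same floor, and -4.89 in K27-K4 (standard error 0.49, adjusted p = 0.000270). The next largest falls were at a region 35582 bp from Zdbf2, at the promoter of Fem1al and at a region 39131 bp from D330025C20Rik. Their log2 differences in K27-K4 were -4.32, -3.99 and -3.53. In K4-K27 the log2 differences with that floor were -4.90, -5.76 and -6.21, since a DKO clone had at most 1 read in each of these regions.

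**Figure D3:**
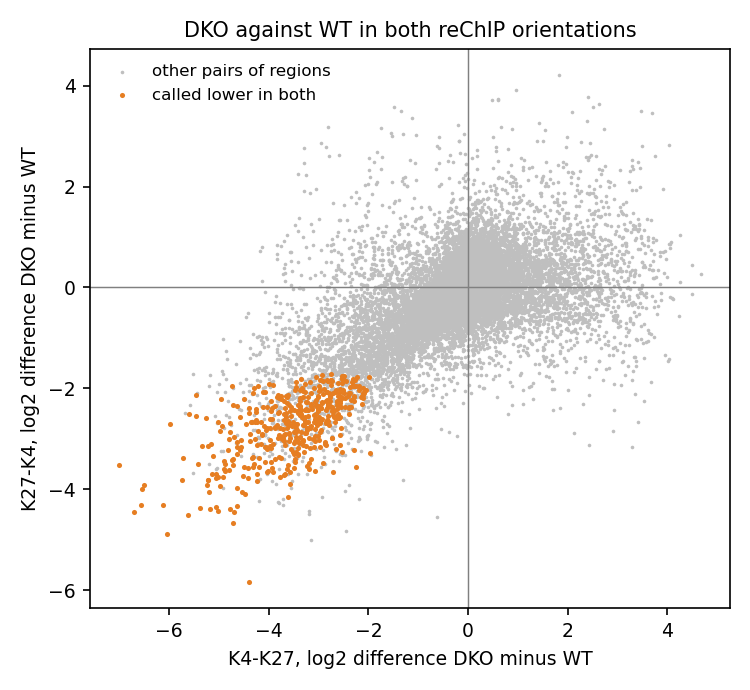
Log2 difference between DKO and WT in K4-K27 (horizontal axis) and in K27-K4 (vertical axis) for 16295 pairs of overlapping regions. Orange points are the pairs called lower in both orientations, which all lie in the lower left quadrant.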

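Across both orientations, 0 regions were higher in DKO clones and 0 were called in opposite directions. Of the 35 K4-K27 regions called higher in that orientation alone, 30 came from the DKO region set and had at most 1 read in both WT clones. Their fitted values therefore rest on the value entered for 0 reads. The 741 K4-K27 regions that were lower had a median log2 difference of -3.48, or -3.12 with all counts under 3 reads set to 3. Of these 741, 125 had at most 1 read in both DKO clones. The 671 K27-K4 regions that were lower had a median log2 difference of -2.50, or -2.49 with the same floor, and 0 of them had at most 1 read in both DKO clones. Both plain eBayes and a single fit to all WT and DKO libraries called regions higher in both orientations, namely 2 and 6. Regions called in opposite directions numbered 5 in the single fit and 1 in the test of regions that overlap the other orientation. Tests over the E14 region sets, which were chosen after the data were seen, called 4 regions higher in both.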

Consistent with previous results [6, 7], all the differentially enriched peaks were downregulated or absent in the DPPA2/4 DKO cells and there were no upregulated peaks (Fig. 5C). This included promoters previously described as Dppa2/4-dependent [7], but also novel Dppa2/4-dependent bivalent regions detected using the increased sensitivity of our method.

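Of the 453 regions lower in both orientations, 278 (61.4%) overlapped a promoter within 1.5 kb of a RefSeq start site, and these promoters belonged to 295 genes. With the promoter taken from 1 kb upstream to 100 bp downstream there were 276 genes, and with 5 kb either side 347 genes. Raising the threshold on the log2 difference to 2 gave 268 genes. The variance model moved the number most, with 33 genes under plain eBayes.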

Promoter-centric analysis revealed differential enrichment of both bivalent K4-K27 and K27-K4 at 266 gene promoters of which 238 were high confidence (Additional file 2: Figure S4A). When compared to those previously reported [7], we confirmed 141 Dppa2/4 dependent promoters and identified an additional 125 novel Dppa2/4-dependent bivalent promoters. The newly identified (novel) Dppa2/4-dependent promoters had similar levels of enrichment of total H3K4me3, total H3K27me3 and K4-K27 and K27-K4 reChIPs compared to previously known (original) Dppa2/4-dependent promoters (Fig. 5D, E). Both original and novel Dppa2/4-dependent bivalent promoters were similarly expressed in undifferentiated ESCs (Fig. 5F), at lower levels than stable bivalent promoters which did not lose bivalency. Moreover, similar to original Dppa2/4-dependent promoters [7], the novel Dppa2/4-dependent promoters also failed to be upregulated upon embryonic stem cell differentiation while stable bivalent promoters remained dynamically expressed (Fig. 5G). In summary, this proof-of-principle experiment supports the ability of our method to detect dynamic changes in bivalent chromatin landscapes with high sensitivity and resolution.

## Discussion

Here, we present a refined low-input sequential ChIP-reChIP method to robustly and accurately map bivalent chromatin genome-wide. Compared to previously published methods and datasets our approach has several advantages. Firstly, the method requires a substantially reduced input number of cells with just 2 million cells sufficient to generate high quality H3K4me3-H3K27me3 and H3K27me3-H3K4me3 reChIP datasets along with in-line total H3K4me3, total H3K27me3 and IgG–IgG controls. This is a dramatic improvement from the typically 10 million cells or more needed per dataset in other methods [13, 14, 22], and will facilitate the investigation of these domains in samples where cell numbers are limiting. Next, the data generated has very clear peak enrichments with low background enabling standard peak-calling and bioinformatic pipelines to be used to call and classify bivalent regions. While we optimized this method in mouse embryonic stem cells, we envisage its widespread applicability in many different cell lines and tissues.

In this study, we reveal 8,789 bivalent regions corresponding to 5,104 promoters in mouse embryonic stem cells. Consistent with our current understanding of bivalent chromatin, most bivalent promoters contained CpG islands and were associated with genes involved in developmental processes. Of the non-promoter bivalent peaks, we observed many were enriched at candidate enhancer regions, suggesting a potential regulatory role for bivalent chromatin at these elements. However, due to the reported cross-reactivity of the H3K4me3 antibody used in this study with H3K4me2 [24], the enhancer-associated bivalent chromatin regions may reflect H3K4me2-H3K27me3 co-occurrence as opposed to the classic promoter-associated H3K4me3-H3K27me3 combination.

A key step in all chromatin immunoprecipitation experiments is generating high quality mononucleosomes. The method presented here uses MNase digestion, however, we have successfully performed bivalent reChIP experiments from similar number of cells using sonication to shear chromatin with very similar results (Additional file 2: Figure S1A, B). Importantly MNase/sonication conditions must be optimized for each cell type to ensure predominantly mononucleosome distribution. Over-digested chromatin may not perform well in immunoprecipitation reactions, while under-digested chromatin will confound downstream analysis as it decreases the genomic resolution that can be analysed. In our protocol, we implemented a pre-clearing step and found that this drastically improved the signal-to-noise in our experiments. By pre-incubating chromatin with dynabeads, non-specific binding of chromatin fragments to the beads is reduced, removing background and facilitating lower input amounts. Our protocol uses many wash rounds following the immunoprecipitation reactions. We found these to be critical to achieve low background levels. Lastly, we also tested different elution conditions and found that while both SDS-based and peptide-elution approaches behaved similarly, peptide competition elution had higher background levels at long incubation times. Either method could be used in reChIP protocols, however, due to cost and availability we opted for SDS-based elution followed by buffer exchange and chromatin concentration prior to the second immunoprecipitation reaction.

Controls are an important part of any experimental design. The IgG–IgG reChIP control provides an estimation of the level of background non-specific binding. When possible, we recommend running a diagnostic qPCR for known bivalent regions and controls prior to library preparation and sequencing. If the IgG–IgG reChIP pulldown amounts are high by qPCR analysis this often indicates the reChIP experiment has not performed well. The IgG–IgG can also be used as normalisation for peak calling in addition to or instead of input samples. Perhaps the most critical control is to perform the reChIP experiment in both orientations (H3K4me3 followed by H3K27me3 and vice versa). Our analysis revealed several thousand peaks that are detected in one but not the other reChIP dataset, likely due to the first immunoprecipitation signal carrying through non-specifically from the first immunoprecipitation into the second. This is a common caveat in sequential ChIP experiments and extremely hard to completely eliminate. Therefore, to control for this, any reChIP experiment should always be performed in both orientations to be sure that the detected peaks are indeed due to the presence of both marks on the chromatin.

We also explored other controls that have been used by other studies. One commonly used control is to perform the first immunoprecipitation using H3K4me3 or H3K27me3 and then follow this with a second immunoprecipitation using IgG [22]. The rationale behind this is that IgG is non-specific and so there should be no final overall enrichment. However, in our experience, we found that H3K4me3-IgG or H3K27me3-IgG reChIPs mirrored the first immunoprecipitation (Fig. 2F, Additional file 2: Figure S1H). IgG immunoprecipitation will randomly sample from the pool of chromatin and so if performed as the second immunoprecipitation, this will subsample the already enriched H3K4me3 or H3K27me3 pool of chromatin (Fig. 2G). Consequently, we have not found this to be a useful control in our experiments or analyses. Instead, to control for signal carry-over from the first IP into the second, we treated cells with the Ezh2 inhibitor Tazemetostat which results in global loss of H3K27me3 levels, and found that this depleted the reChIP signal in both directions at bivalent regions (Fig. 2H), indicating we are indeed enriching for *bone fide* bivalent chromatin in our assay.

When assessing bivalent chromatin, many studies have performed in silico merges of independently derived H3K4me3 and H3K27me3 datasets. Theoretically this is unable to distinguish between bone-fide bivalent chromatin from allelic or sample heterogeneity. In our data, 26.3% of bivalent regions identified this way are false-positives and were not captured by sequential reChIP in both directions. This is similar to false-positive rates described of 25% in mouse ESCs [14] and 14% in human T-cells [13]. Not only does the in silico overlap approach have a high false-positive rate, it also misses bivalent regions. We also reveal thousands of additional bivalent regions that have a peak in both reChIP orientations but not in in silico estimations. These false-negative bivalent regions may be bivalent in only a subset of cells or alleles and thus only detectable through the sequential enrichment possible through reChIP protocols. Thus, our results demonstrate the importance of performing reChIP to profile heterogeneous or complex samples containing multiple cell types and states. Whether this is the case in other cell types remains unknown.

## Conclusions

Our refined sequential reChIP method provides a useful resource for the wider epigenomics and chromatin biology fields. The optimized protocol accurately and robustly detects bivalent regions in mouse embryonic stem cells from as little as 2 million cells. Consistent with current models, the bivalent regions occur predominately at CpG-rich promoters that are dynamically regulated during differentiation. Lastly, our analysis of DPPA2/4 knockout cells confirms the ability of our method to detect changes in the bivalent chromatin landscape. Our protocol uses readily available reagents and equipment found in most molecular biology laboratories and can be adapted to profile this unique form of epigenetic plasticity in any cellular context with the confidence that any conclusions are free from potential confounding effects of cellular heterogeneity. This method will facilitate accurate profiling of the dynamics of bivalent chromatin in other contexts, greatly improving our understanding of this unique form of epigenetic plasticity.

## Methods

### Cell culture

Mouse embryonic stem cells were cultured on feeder-free gelatinised plates at 37 ℃, 5% CO_2_ using standard serum/LIF conditions (high-glucose DMEM supplemented with 15% fetal bovine serum, 1 × GlutaMax, 1 × penicillin, 1 × streptomycin, 0.1mM nonessential amino acids, 50mM beta-mercaptoethanol and LIF (made in house in HEK293 cells and titrated for optimal ESC growth)). Cells were regularly tested for mycoplasma contamination using the Mycoplasma PCR Detection Kit (abcam ab289834). E14 mouse embryonic stem cells were a gift from W. Reik’s laboratory. Wild type and DPPA2/4 double knockout clones were generated in [7, 29] and cultured as above. To deplete global H3K27me3 levels, cells were treated with 10μM Ezh2 inhibitor Tazemetostat (GSK126) for 7 days, which has been previously shown to deplete H3K27me3 in mESCs [26]. Cells were not authenticated. Cells were cultured at least 2 passages from thawing prior to chromatin collection. Biological replicates were collected from different passages on separate days.

### Cell collection and fixation

Cells were seeded on multiple plates and grown to near-confluency. At time of harvest one plate was used to determine cell concentration. Cells on remaining plates were washed with PBS and fixed with 1% methanol-free formaldehyde (Thermo Scientific 28908) in DMEM at room temperature for 8 min, quenched with 0.125M glycine and scraped off cell culture dishes. Cell slurry was washed with ice-cold PBS, resuspended in PBS/EDTA, aliquoted to 2 × 10^6^ cells per vial, spun down and snap frozen on dry ice for storage at –80°C. Cell pellets were used within 6 months of collection.

## Sequential chromatin immunoprecipitation

A detailed protocol accompanies this paper (Additional file 1). Pellets of 2 × 10^6^ cells were lysed with 100μl NP buffer (10mM TrisHCl pH7.4, 1M sorbitol, 50mM NaCl, 5mM MgCl_2_, 0.075% IGEPAL) freshly supplemented with 0.385mM beta-mercaptoethanol (Gibco 21985–023) and 1.8mM spermidine (Sigma 05292) on ice. Chromatin was digested using 2.4μl per sample of MNase (NEB) for 37 ℃ for 15 min with gentle shaking at 600rpm. Reactions were stopped with 26.4μl STOP buffer (50mM EDTA, 0.5% TritonX-100, 0.5% sodium deoxycholate), incubated on ice for > 5 min, vortexed and sample diluted to 580μl in ChIP buffer (20mM TrisHCl pH8.0, 2mM EDTA, 150mM NaCl, 0.5% Triton X-100) containing protease inhibitor cocktail (cOmplete EDTA-free Protease Inhibitor Cocktail, Roche). For sonication comparisons, pellets of of 2 × 10^6^ cells were lysed with 100μl NP buffer, diluted to 580μl in ChIP buffer and sonicated using the Covaris ME220 (water temperature 4°C, Peak power 75W, Duty factor 75%, cycles per burst 1000, Run time 20 min). Chromatin digests/sonications were regularly confirmed through gel electrophoresis to ensure predominantly mononucleosomal fragments.

Chromatin was precleared by adding 20μl prewashed Protein A dynabeads (Invitrogen 10002D) and incubating at 4°C on rotator for > 2 h. 5% of the sample was set aside as input, the remaining chromatin was divided amongst separate tubes containing protein A dynabeads pre-incubated with either 2μl anti-H3K4me3 (Millipore 07–473), 10μl anti-H3K27me3 (CST 9733) or 1μg IgG (Invitrogen) antibodies. Cell dilution experiments in Additional file 2: Fig. S1C were performed using anti-H3K27me3 antibody from Active Motif (91167). We note that the Millipore H3K4me3 antibody used in this study has been reported to also detect H3K4me2 [24], and so it is possible we are also deteting H3K4me2-H3K27me3 bivalent nucleosomes. The first immunoprecipitation was performed overnight at 4 ℃ with rotation. Antibody-chromatin complexes were washed 3 × in low salt buffer (20mM TrisHCl pH8.0, 2mM EDTA, 150mM NaCl, 1% Triton X-100, 0.1% SDS), 3 × in high-salt buffer (20mM TrisHCl pH8.0, 2mM EDTA, 500mM NaCl, 1% Triton X-100, 0.1% SDS), 2 × in LiCl buffer (0.35M LiCl, 1% IGEPAL, 1% sodium deoxycholate, 1mM EDTA, 10mM Tris–HCl pH7.5) and 2 × in TE on ice. For single-ChIPs complexes were eluted in 20-50μl elution buffer (10mM TrisHCl pH8.0, 1mM EDTA, 1% SDS) for 65 ℃ for 2.5 hours to overnight to reverse cross-links, treated with RNAseA (NEB) for 30 min at 37 ℃, proteinase K (NEB) for 1 hour at 37 ℃, and purified using NEB DNA purification columns. For sequential ChIPs, complexes were eluted in 100μl elution buffer containing fresh protease inhibitor cocktails for 30 min at 37 ℃ with shaking. 10% sample was set aside as total in-line control ChIPs. To dilute SDS volume was increased to 300μl with ChIP buffer containing protease inhibitor cocktails and purified using Amicon Ultra-0.5ml 3KDa filter columns (Millipore) according to manufacturers’ instructions, recovering approximately 50μl chromatin per IP reaction. The second immunoprecipitation was performed using the alternate antibody or IgG control overnight at 4 ℃ with rotation and chromatin washed and eluted as previously. In-line control, input and ChIP samples were heated at 65 ℃ for 2.5 h to reverse cross-links, treated with RNAseA (NEB) for 30 min at 37 ℃, proteinase K (NEB) for 1 h at 37 ℃, and purified using Ampure beads (Beckman Coulter) at a 1:1.8 ratio.

### Peptide elution experiments

Peptide elution experiments were performed by resuspending washed dynabead-antibody-chromatin complexes in 200μl peptide elution buffer (50mM Tris–HCl pH8.0, 5mM EDTA, 100mM NaCl, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with protease inhibitors containing 10μg/ml H3K4me3 (abcam ab1342) or H3K27me3 peptides (abcam ab1782) on rotator at 4 ℃ for 3 h or overnight. For the IgG control sample 10μg/ml of a 1:1 mix of H3K4me3 and H3K27me3 peptides was used.

### qPCR analysis

qPCR analysis of purified ChIP DNA was performed in technical duplicate for each primer pair using 2 × SYBR mastermix (Applied Biosystems Cat#4385612) according to manufacturer’s instructions in a 6-10μl reaction using the primer sequences as below.

H3K4me3-only controls.

Klf4_forward GAAAGTCCTGCCACGGGAA.

Klf4_reverse CTGGATGAGTCACGCGGATAA.

Dppa2_forward GCCAAACACAGACTACGCTA.

Dppa2_reverse AACCTACACTATTTTCGCCAGGAT.

Dppa4_forward TTCTCAAGATGGAGACTGCTGG.

Dppa4_reverse TGGCTATACTCAAAAATGAGGGGC.

Gapdh1_forward AGTGTGCACCAAGGACATCCAG.

Gapdh1_reverse CCCATTTTACTCGGGAAGCAG.

H3K27me3 only controls.

Gm6116_forward GCGGTGAGTACTCTGCTCAA.

Gm6116_reverse CCATCCAGTACTGTGGGCTC.

K27me_R1_forward TGCCTGCAATTCGTCCTCTT.

K27me_R1_reverse ACGAAGCAGCCGTGTAAGAA.

Meis2_forward TGCCATTACTTGAGACAGAGCACCAC.

Meis2_reverse GAGGGAACATGAGTGGTC.

Bivalent regions.

Csf1_forward GAGCACCGAGGCAAACTTTC.

Csf1_reverse GAGCCAGGGTGATTTCCCAT.

Lmo1_forward AAGCGGGCTCTAATTACCCG.

Lmo1_reverse CTGCGAAGTGCTTCACTCCT.

Pou4f1_forward CAAAGTGAGGCTGCTTGCTG.

Pou4f1_reverse GCGGACTTTGCGAGTGTTTT.

Sox6_forward CGATACAGAAGCGCAGGCTA.

Sox6_reverse AGGGGCCCTTGTAGATGGAT.

Colgalt2_forward ATGAGGACGGAGAGGAAACG.

Colgalt2_reverse CATCCTGCTCTTGGGGTAGT.

Pfsd4a_forward CTATCCCTCTCCAGTGCCAG.

Pfsd4a_reverse GAGTGATCCGTGGCAATTCG.

Rnf149_forward GAAGAGACAATGCGAGCCTG.

Rnf149_reverse TCTACAGATTCCCGAACCCG.

Mcmdc2_forward GCAACATAGCCAGGTCGAAG.

Mcmdc2_reverse CCCAAACACCTCAGGACTCA.

Tlx1_forward CATACACCTCGGCCTTCCTC.

Tlx1_reverse GCACGGAGCTCAGGGAATAA.

### Library preparation

Sample DNA concentrations were quantified using Qubit and libraries prepared using NEBNext Ultra II DNA library preparation kit (NEB) according to the manufacturer’s instructions with the following modifications. To achieve optimal final DNA concentrations, samples were re-quantified on the Qubit 3.0 following PCR amplification and an additional 3 cycles (if concentration close to 20ng/μl) or 5 cycles (if concentration <  < 20ng/μl) performed if needed to obtain the ideal final library concentration of 20-100ng/μl. A maximum of 20 cycles was used for any sample. Note that due to the low amounts of DNA obtained from the protocol, concentration measurements prior to amplification typically occur at the lower limit of detection and even if zero values are obtained, libraries can often still be generated. Libraries were purified using NEBNext sample purification beads and checked using Agilent Tapestation 2200 or 4150 on a high-sensitivity tape (HSD1000) aiming for a final library with dominant peak size of 270bp. Libraries were pooled and sequenced using the Illumina NextSeq500 platform with a target read depth of 20 million SE75bp reads per sample except for replicate 2 which was intentionally sequenced deeper.

### Data pre-processing

Single-end reads in fastqs were trimmed and filtered for quality (phred33 score > 20) and length (> 20bp) using TrimGalore (https://github.com/FelixKrueger/TrimGalore) v0.6.6 in single-end mode. Trimmed and quality filtered reads were then aligned to the mm10 mouse genome (GRCm38.p6) using bwa-mem [30] (bwa v0.7.13) with default parameters. Alignments were then converted to the bam format and indexed using samtools v1.9. Duplicate alignments were then marked with using *MarkDuplicates* (picard v2.6.0, https://broadinstitute.github.io/picard/) and re-indexed with samtools [31]. bigWig files containing CPM/bp normalised coverage values for each sample were derived from duplicate marked bam files using *bamCoverage* (DeepTools v3.5.0 [32]) whilst excluding ENCODE blacklisted genomic regions [33] for the mm10 genome (v2).

### Software and datasets

Downstream data analyses were conducted using R (v4.1.2) or SeqMonk (v1.48.1) (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk). In-line total H3K4me3, in-line total H3K27me3, IgG–IgG, bivalent K4-K27 and bivalent K27-K4 datasets for E14 ESCs, Dppa2/4 WT clones and Dppa2/4 DKO clones were generated in this study. Single-ChIP-seq data from 10 million cells of H3K4me3, H3K27me3 and input controls were obtained from [7] (GSE135841). Previously published single H3K4me3 and H3K27me3 ChIP, and H3K4me3-IgG, H3K27me3-IgG, H3K4me3-H3K27me3 and H3K27me3-H3K4me3 reChIP datasets were reanalyzed from [14] (GSE99530). Gene expression data were obtained from [7] (GSE135841).

### ChIP and reChIP data analysis

Peak calling for in-line total H3K4me3, total H3K27me3 and K4-K27 and K27-K4 reChIP datasets were performed separately for the two biological replicates using EPIC2 (v0.0.52) [34] (–bin-size 100 –gaps-allowed 1 –fragment-size 147 – false-discovery-rate-cutoff 0.05) using IgG–IgG as control. EPIC2 is an ultrafast implementation of the original SICER peak calling algorithm which performs well for diffuse histone marks. For total H3K4me3 and total H3K27me3 data derived from 10 million cells, input DNA was used in peak calling. Peaks were filtered (log_2_FC > 2 and FDR < 0.05) and regions overlapping blacklisted regions from the mm10 ENCODE blacklist [33] were excluded. To derive commonly enriched regions, intersections between replicates were performed using the GenomicRanges R package (*intersect, subsetByOverlaps*) (v1.46.1). To derive in silico bivalent regions total H3K4me3 and total H3K27me3 peak sets were intersected once more. Similarly, K4-K27 and K27-K4 reChIP peaks were also intersected to derive reciprocally bivalent regions. For differential expression analyses, a consensus peak set was first derived using the GenomicRanges R package (*Reduce* and *union*). Reads were counted at consensus peaks using the csaw R package (*regionCounts*) (v1.28.0) [35]. Normalisation factors for each sample were pre-computed by binning the genome into 10kb windows, generating counts for each 10kb window and performing trimmed mean of M-values (TMM) normalisation using csaw (*normFactors*) to adjust for compositional biases. Differential enrichment was then performed using EdgeR (*estimateDisp* > *glmQLFit(robust* = *TRUE)* > *glmQLFTest*) (v3.36.0) in which double knockout clones (DKO) were contrasted with wild-type clones (WT) for each reChIP (K4-K27, K27-K4). Benjamini–Hochberg p-value corrections for multiple testing were applied to these contrasts. Significant differential enrichment was defined as a region that had |log_2_FC|> 1 and FDR < 0.05.

Peaks were annotated using HOMER (*annotatePeaks.pl*) (v4.11) which by default denotes promoter-TSS regions as 1kb upstream and 100bp downstream of transcription start sites (TSS). Promoter-TSS regions were re-defined as the region spanning 1.5kb upstream and 1.5kb downstream of transcriptional start sites (TSS). For hierarchically classifying promoter-TSSs, we assigned each unique promoter-TSS to a singular peak based on their classification (HC > K4b > K27b > LC). CpG island and ENCODE cis-regulatory element intersections were performed using the GenomicRanges R package (*findOverlaps*) and were obtained for the mm10 genome using the UCSC table browser [36].

For each peak set, the fraction of reads in peaks (FRiP) was calculated by first counting the reads in each bam at each peak with the csaw R package (v1.28.0) and then dividing the sum of these counts by the total number of reads in the library were performed using samtools (*idxstats*) (v1.9) and sambaba (*view –subsampling-seed 1*) (v0.6.7).

In SeqMonk (v1.48.1), aligned read (bam) files were imported using standard parameters (no deduplication, MAPQ > 20, primary alignments only), extending reads by 200 bp. Normalised read densities within peaks were calculated as log_2_-transformed read counts in peaks corrected for library size (counts per million reads) and peak length (per bp) yielding CPM/bp. Box plots represent median (horizontal line), 25th–75th interquartile range (box) and 2 × the 25th-75th interquartile range (whiskers) with outliers shown as dots. Scatterplots compare log_2_CPM/bp values for either peaks called using EPIC2 (Figs. 3C, 4D, E, 5C) or 200bp sliding window bins across the genome (Additional file 2: Figure S1H). Relative distribution probe trend plots weight each probe equally in the final average profile at 1bp resolution. Per-probe normalized hierarchical clustered heatmaps are ordered using correlation based clustering to group probes (genes) with similar shaped quantitation profiles. Values are normalised across the set of samples (median value for each gene is subtracted from the actual value for that gene in each of the samples) to enable easier comparison.

### Gene expression analysis

Data were trimmed with Trim Galore (v0.4.4, default parameters) and mapped using HiSat2 v2.1.0 to the mouse GRCm38 genome assembly. RNA-sequencing analysis was performed using SeqMonk software using inbuilt RNA-sequencing quantification pipeline. Expression values represent log_2_ transformed quantification of merged transcripts counting opposing-strand reads over exons. Gene expression heatmaps are normalized for each transcript independently by subtracting the median value for that transcript across all samples from each sample value. Bean plots represent smoothed density of all points over the bandwidth window corresponding to 5% of the total quantitation range displayed in the plot.

### Genomic enrichment heatmaps and trackplots

To generate genomic enrichment heatmaps and trackplots bigWigs containing CPM/bp normalised read densities were imported to R using the rtracklayer package (*import.bw*) (v1.54.0). For heatmaps, each peak region was first extended to 5kb upstream and downstream and then split into 100 equally sized bins using the GenomicRanges R package (*resize*) (v1.46.1) [37]. The average CPM/bp was calculated for each bin for each ChIP using the EnrichedHeatmap R package (*normalizeToMatrix*) (v1.24.0) [38]. Bins with values surpassing the 99th percentile of all bins within each ChIP were masked (i.e., assigned the 99th percentile value) to eliminate extreme outliers from affecting colour scales. Each bin was then scaled relative to the highest value (so values range between 0 and 1 and represent the relative enrichment of signal across all regions). Enriched heatmaps were then plotted using the same package (*EnrichedHeatmap*), with the average bin value plotted as continuous curves atop each heatmap. Genomic track plots were plotted using the rtracklayer (v1.54.0) [39] and Gviz R packages (v1.38.4) [40]. CpG island annotations for the mm10 genome were retrieved from the UCSC table browser [41].

### Gene ontology

The enrichment of gene ontologies across subclasses of genes with bivalent promoters (HC, K4b, K27b, LC) were determined using the clusterProfiler R package (v4.2.2) [42]. Gene symbols were first converted to entrez IDs using the biomaRt R package (v2.50.3) [43] and were input alongside a background list of all expressed genes to clusterProfiler (*compareCluster)* against the Gene Ontology (GO) Biological Processes (BP) database [44]. Significantly enriched GO terms were those with a Benjamini–Hochberg (BH) corrected p-value < 0.05, had at least 10 genes present in the pathway and a gene ratio (genes in subclass/genes in pathway) > 0.01. Representative pathways were plotted using the ggplot2 R package (v3.3.5) [45].

### Motif analysis

Enrichments for transcription factor binding motifs in peak subclasses were calculated using the monaLisa R package (v1.0.0). Position weight matrices for transcription factor binding sites in vertebrates were retrieved from the JASPAR2020 database [46]. Binned motif enrichment for peak subclasses (HC, K4b, K27b, LC) was then conducted in monaLisa [47] (*calcBinnedMotifEnrR*) while including randomised sequences modelled off the width and re-sampled based on the GC-content of all bivalent peaks (made with the regioneR R package (*createRandomRegions*) (v1.26.1) [48] and nullranges R package (*matchRanges*) [49] providing GC-content as a covariate) (v1.0.1) as the background. Significant enrichments were those with a BH-adjusted p-value < 0.05 and log_2_-fold enrichment over random sequences > 1. Motif heatmaps were also plotted using monaLisa (*plotMotifHeatmaps*).

### CG content

CG content was determined for peak subclasses (HC, K4b, K27b, LC) as well as the same random control sequences above using the Biostrings R package (*oligonucleotideFrequency*) (v2.62.0) [50] by first calculating all oligonucleotide frequencies and then by summing C and G frequencies. All dinucleotide frequencies were calculated using monaLisa (*plotBinDiagnostics*) and then GC/CG dinucleotide frequencies were summed. These data were plotted using ggplot2, and the significance of comparisons were determined using pairwise t-tests followed by BH-adjustments of p-values to account for multiple comparisons.

### Chromatin state discovery

Bam files were first converted to the bed format using bedtools (*bamtobed*) (v2.27.1) [51]. bed files were then partitioned into 200bp bins and then binarized for the determination of bin-specific enrichments (providing replicate in-line ChIPs or reChIPs and using IgG–IgG as the control) using ChromHMM (*BinarizeBed*) (v1.24) [52]. Hidden Markov Models were then used to discover chromatin states across these genomic bins using ChromHMM (*LearnModel*) using a 5-state model. Segment bed files containing chromatin state annotations were then overlapped with our bivalent peak annotations (HC, K4b, K27b, LC), where each peak was then re-assigned to the chromatin state with the highest degree of overlap using the GenomicRanges R package (*findOverlaps* and *pintersect*) (v1.46.1) [37]. Heatmaps containing emission probabilities, transition probabilities, TSS enrichments and annotation overlaps from the ChromHMM model were then plotted using the ComplexHeatmap R package (v2.10.0) [53].

### Software

Plots were generated using SeqMonk software (v1.48.1) or R (v4.1.2/RStudio v2022.02.0 + 443) and edited in Inkscape. Schematic figures were made with BioRender.com with publishing licence agreement numbers *RM25UDOLG3, UQ25UDOE0U* and *MC25UDOPHO.*

### Supplementary Information

**Additional file 1: **Detailed step-by-step protocol for ChIP-reChIP.

**Additional file 2: Figure S1.** (A) Agarose DNA gel showing chromatin fragmented with MNase versus sonication (B) ChIP-qPCR for single (top) and reChIP (bottom) experiments using IgG (Invitrogen, black), H3K4me3 (CST 9751, green) and H3K27me3 (CST 9733, red) antibodies on sonicated chromatin. An active H3K4me3 region (Gapdh1), inactive H3K27me3 region (Meis2) and 6 bivalent regions are assayed, four of which are novel to this study. (C) Single ChIP-qPCR analysis using IgG (Invitrogen, left), H3K4me3 (Millipore 07-473, middle) and H3K27me3 (Active Motif 91167, right) antibodies with variable number of cells ranging from 1 million (1M), through to 2,000 (2K). Five primer sets were used including three H3K4me3 enriched regions (green) and two H3K27me3 enriched regions (red). Note that below 50K the background increases and specificity of enrichment is no longer detected. For this experiment a different H3K27me3 antibody was used to the sequenced reChIP datasets. (D, E) downsampling analysis for K4-K27 and K27-K4 datasets using the higher coverage replicate 2. Peaks were called separately for each downsampled dataset and classified according to Figure 3A. (D) Total peaks, (E) promoter peaks. (F, G) Downsampling analysis of independent total H3K4me3 and total H3K27me3 from (GSE135841) (7) showing *in silico *bivalent predictions atall peaks (G) and promoter peaks (H) at different simulated read depths. (H) Pseudocolour density scatterplot showing log_2_ CPM/bp enrichment at combined H3K4me3 and H3K4me3-IgG peaks for total H3K4me3 single ChIP (x-axis) compared to H3K4me3-IgG reChIP (y-axis). R=0.906. Data reanalysed from Mas et al. 2018 (14). **Figure S2.** (A) Schematic showing peak calling strategy for *in silico* bivalent peak prediction (B-F) Genome browser views of (B) H3K4me3-only, (C) high-confidence, (D) K4-biased, (E) K27-biased, and (F) low confidence genes showing H3K4me3 (green), total H3K27me3 (red) and K4-K27 (purple) and K27-K4 (blue) reChIP datasets. Height of peak represents CPM/bp. E-M represents data from independent 10 million cell total H3K4me3 and total H3K27me3 (GSE135841) (7). R1 and R2 are two independent biological replicates from this study. (G) number of bivalent promoters overlapping (dark grey) or not-overlapping (light grey) CpG islands for the four different classes. Genome-wide 51.97% promoters overlap a CpG island using these criteria (H) Overlap of non-promoter bivalent regions with candidate cis-regulatory regions (cCREs) from ENCODE for the four different classes. **Figure S3.** (A) Classification strategy for calling bivalent promoters in data from Mas et al. 2018 (14). Note only one replicate of the reChIP datasets were generated in this study. Numbers denote number of peaks/promoters at each step. (B) Enrichment of bivalent promoters shared between this study and Mas et al. 2018 (14) (top, n=3593) or unique to our study (bottom, n=1511) in Mas et al. 2018 (14) datasets. (C) log_2_ fold change in gene expression levels for pluripotency genes (top) and a random set of expressed non-bivalent genes (bottom) across 9 days of embryoid body differentiation. Each gene has been normalised separately across the time series. Top and bottom groups of genes are on different scales. Gene expression data reanalysed from (GSE135841). **Figure S4.** (A) Classification strategy for calling differential bivalent promoters between wild type (WT) and Dppa2/4 double knockout (DKO) clones. Numbers denote number of peaks/promoters at each step.

**Additional file 3: Table S1.** library statistics, list of all bivalent peaks and list of peaks called in each replicate for total H3K4me3, total H3K27me3, bivalent K4-K27 and K27-K4 reChIP datasets generated in this study (E14 rep1 and rep2), independently generated (GSE135841) and Dppa2/4 WT (clones 57 and 58) and double knockout (clones 43 and 53) samples. In the list of all bivalent peaks (tab 2), peaks are classified as high-confidence (hc), K4-biased (k4b), K27-biased (K27b), or low confidence (lc) using either in-line total ChIPs (column E) or independent total ChIPs (column F).** Table S2.** motif analysis of bivalent peaks using monaLisa along with associated statistics. **Table S3.** list of bivalent genes classified as high confidence, K4-biased, K27-biased and low confidence along with log_2_ CPM/bp enrichment scores for independent total H3K4me3 and H3K27me3, IgG-IgG, in-line total H3K4me3 and H3K27me3 ChIP and K4-K27 and K27-K4 bivalent reChIP datasets. **Table S4.** Gene ontology enrichment of different bivalent gene classifications (first column) together with associated statistics and list of associated genes. **Table S5.** list of EDGER differentially enriched peaks for bivalent K4-K27 (tab1) and K27-K4 (tab2) reChIP between Dppa2/4 WT and DKO clones. Consensus differentially enriched peak list is shown in tab 3 along with HOMER classification of peak, enrichment statistics and (for promoters) whether they were previously classified as differentially enriched.

## Data Availability

The datasets generated during the current study have been deposited in the short read archives (SRA) and gene expression omnibus (GEO) under the accession GSE242686. Gene expression data and previous ChIP-seq data was obtained from [7] (GSE135841) and [14] (GSE99530).

# Supplementary material for: A low-input high resolution sequential chromatin immunoprecipitation method captures genome-wide dynamics of bivalent chromatin
**Source:** Epigenetics Chromatin. 2024 Feb 10;17:3. doi: 10.1186/s13072-024-00527-9
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. (A) Agarose DNA gel showing chromatin fragmented with MNase versus sonication (B) ChIP-qPCR for single (top) and reChIP (bottom) experiments using IgG (Invitrogen, black), H3K4me3 (CST 9751, green) and H3K27me3 (CST 9733, red) antibodies on sonicated chromatin. An active H3K4me3 region (Gapdh1), inactive H3K27me3 region (Meis2) and 6 bivalent regions are assayed, four of which are novel to this study. (C) Single ChIP-qPCR analysis using IgG (Invitrogen, left), H3K4me3 (Millipore 07-473, middle) and H3K27me3 (Active Motif 91167, right) antibodies with variable number of cells ranging from 1 million (1M), through to 2,000 (2K). Five primer sets were used including three H3K4me3 enriched regions (green) and two H3K27me3 enriched regions (red). Note that below 50K the background increases and specificity of enrichment is no longer detected. For this experiment a different H3K27me3 antibody was used to the sequenced reChIP datasets. (D, E) downsampling analysis for K4-K27 and K27-K4 datasets using the higher coverage replicate 2. Peaks were called separately for each downsampled dataset and classified according to Figure 3A. (D) Total peaks, (E) promoter peaks. (F, G) Downsampling analysis of independent total H3K4me3 and total H3K27me3 from (GSE135841) (7) showing in silico bivalent predictions atall peaks (G) and promoter peaks (H) at different simulated read depths. (H) Pseudocolour density scatterplot showing log2 CPM/bp enrichment at combined H3K4me3 and H3K4me3-IgG peaks for total H3K4me3 single ChIP (x-axis) compared to H3K4me3-IgG reChIP (y-axis). R=0.906. Data reanalysed from Mas et al. 2018 (14). Figure S2. (A) Schematic showing peak calling strategy for in silico bivalent peak prediction (B-F) Genome browser views of (B) H3K4me3-only, (C) high-confidence, (D) K4-biased, (E) K27-biased, and (F) low confidence genes showing H3K4me3 (green), total H3K27me3 (red) and K4-K27 (purple) and K27-K4 (blue) reChIP datasets. Height of peak re

A

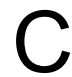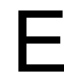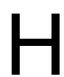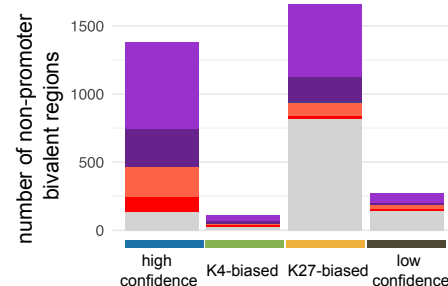

### ENCODE cCREs

- distal enhancer-like signature
- proximal enhancer-like signature
- CTCF-only
- DNase-H3K4me3
- Promoter like signature

How the deposited data were processed for this re-analysis (not part of the article)

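Processed files of 26 libraries were used, 9 from E14 mouse embryonic stem cells and 17 from WT clones 57 and 58 and DKO clones 43 and 53. In E14 cells, total H3K4me3, total H3K27me3, K4-K27 and K27-K4 were each profiled in replicates 1 and 2, with 1 IgG–IgG reChIP. In the clones, each of these ChIPs was profiled in 2 clones per genotype, with 1 IgG–IgG reChIP from WT clone 57. The libraries were matched to conditions by the column names of the deposited tables together with the labels of the samples. The tables also hold 32 columns that belong to no sample of this series, and these were not used.

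The authors trimmed reads with TrimGalore, aligned them to mm10 with bwa mem, marked duplicates with picard and quantified the libraries in SeqMonk over called regions. The values that they deposited are log2 RPM (reads scaled to the library size) per 1 kb of region, from alignments with a mapping quality over 20, with duplicates kept and no IgG–IgG subtraction. There are 12 tables of regions, 4 for E14 cells and 8 for the clones, from which 240 columns of values were read. Every library's values were multiples of the value of 1 read, so the total reads of the library and the reads of each region could be recovered, and 0 reads had been entered as 0.9 reads. The authors made differential tests with edgeR on csaw read counts with TMM normalisation, and called peaks with EPIC2 against IgG–IgG. Those counts were not used here.

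Between 6741245 and 47903464 reads stood behind the values of a library, with a median of 16875029. This depth sets counting error for single regions. For the fraction of reads in peaks, counting error is small beside the difference between replicates.

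Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Groups were compared per region with limma (lmFit, then eBayes with a variance trend and robust estimation) on the log2 values, with Benjamini-Hochberg adjustment over the regions tested. A region was called at a log2 difference above 1 in either direction and an adjusted p under 0.05. The design had foreseen the count test that the authors used as the main test if files held counts, and limma was used because they hold log2 values. Count tests had also been set as alternatives for reads that could be recovered, and these were not run. The tests were DKO against WT clones for each ChIP, the interaction of genotype and orientation, K27-K4 against K4-K27 in E14 cells, and reChIPs against in-line totals in E14 cells. Only the libraries of the ChIPs compared entered each fit. Overlap of regions meant at least 1 bp shared, promoters reached 1.5 kb either side of RefSeq start sites, and sequence composition came from the GRCm38 reference. Random regions were drawn in 100 sets of the same widths and chromosomes, with at most a 0.1 fraction of unknown bases.

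Loci were named in the text by a fixed rule. It took each locus that the paper names in its text, qPCR primers or figures, the 5 regions with the largest fall and the 5 with the largest rise in both orientations, and the 3 shared E14 regions with the highest mean reChIP value. No region was called higher in both orientations in the fits described above, so none was named for a rise, although some alternatives called such regions. Mcmdc2 had no promoter region in the region sets of the clones. Of the loci that the paper names, 2 are not reported here.

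Libraries with the same E14 replicate number were sequenced in the same batch, and K4-K27 and K27-K4 libraries of a clone come from the same cells, so these were taken as pairs. Deviations of paired libraries from their group means correlated between -0.215 and 0.576 across the shared regions in E14 cells, at 0.100 in WT clones and at 0.0882 in DKO clones. Fits without the pairing are the ones reported, with the pairing as an alternative.

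The tests were first tried on simulated data in which 200 regions with mean values at or above the median were shifted by 3 log2 units either way. Of these, 83.0% were recovered for K4-K27 in 37723 regions, 79.5% for K27-K4 in 46737, 71.5% for total H3K4me3 in 43065 and 64.0% for total H3K27me3 in 43057. Recovery was 45.0% for the comparison of E14 orientations and 97.5% for reChIPs against totals, both in 21857 regions, and 65.5% for the interaction in 15852. Between 2 and 11 unchanged regions were called in these simulations. A pattern with a smaller shift would be recovered less often. The noise was also set from regions at or above the median. Recovery among lower regions, and false calls at their own noise, were therefore not tested.

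Alternatives covered the scaling between libraries, the variance model, the threshold on the log2 difference, the regions tested (among them a filter on the lowest quartile of mean values), the libraries in the fit, the pairing, each replicate left out, the overlap rule, the peak threshold, the promoter width, the IgG–IgG library and the random background. Independent total ChIPs from larger numbers of cells, the qPCR and Tazemetostat experiments, published reChIP data, chromatin states, motifs and gene expression were not analysed here.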

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

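The tests in this part were chosen after the result was seen, apart from the fits with centred libraries, without the lowest quartile and without single clones, which had been set before.

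Total H3K4me3 was lower in DKO clones at 430 regions that overlap no K4-K27 or K27-K4 region of either genotype. This signal lies outside the regions that the paper discusses, which is why it is listed. The median log2 difference at these regions was -2.21, and their median width was 600 bp. In the WT clones the median log2 value over IgG–IgG was 3.27 in clone 57 and 2.80 in clone 58, from medians of 24 and 14 reads. In the DKO clones it was 0.29 in clone 43 and 0.45 in clone 53, from medians of 6 and 6 reads. All 430 came from the WT set, so they were chosen by a peak call in WT cells, and 65 of them overlapped an E14 total H3K4me3 region.

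The tables argue against a single WT clone as the cause, since the median log2 difference was -1.93 without WT clone 57 and -2.61 without WT clone 58. These medians are of regions that had been called with both WT clones in the fit. All 430 were still called with each library centred on its median. Centring moved the median log2 difference of all tested regions only from 0.13 to 0.16, so it could hardly have undone these calls. Other differences in scaling between libraries were not tested. Too few reads in the regions cannot be told apart from a real loss. Of the 430, 64 lay above the lowest quartile of mean values and 31 of these were called in a test without that quartile, but a loss in DKO clones itself lowers these means, so this test decides nothing. At least 10 reads in both WT clones were found at 325 of the 430, which had been chosen by their WT values. Loss of total H3K4me3 in DKO cells at sites without bivalent chromatin stays open, as do differences between the clones other than the knockout, which 2 clones per genotype cannot separate.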

How the results depend on the processing

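The alternatives were set before the data were examined, apart from those marked below as chosen later. Of the 184 alternatives to summaries and counts, 122 left the result within its spread or within 1.5 times the count. Of 6 alternatives to other summaries, 4 moved. For DKO against WT at single loci there were 387 alternatives to 64 results, of which 379 stayed on the same side of the threshold, 6 became stronger and 2 weaker. No called value at these loci changed its sign, and 4 values that were not called did. For E14 enrichment at single loci, the IgG–IgG library of WT clone 57 moved 96 of 144 values by more than the SD between replicates and changed the sign of 9. Among the loci in DKO clones, those that crossed the threshold were the K27-K4 calls of Csf1 and Fam163a, lost with plain eBayes, K27-K4 at Klf4 (from -1.31 to -1.61 over 4 alternatives that called it) and total H3K4me3 at Lmo1 (-1.25) and Lypd6b (-1.03), called when libraries were centred. The tests of edgeR and DESeq2, set for the case that reads could be recovered, were not run on the deposited log2 values, although the reads could be recovered, and limma voom, chosen after the data were seen, was run on those reads in their place. Where a value below changed, the cause was not tested unless it is stated.

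For K4-K27 in DKO clones, 776 regions were called (741 lower, 35 higher). Quantile normalisation called 367 (360 lower, 7 higher), plain eBayes 5111 (2897 lower, 2214 higher) and a single fit to all WT and DKO libraries 7287 (4283 lower, 3004 higher). For K27-K4, 671 regions were called, all lower. Plain eBayes called 439 (201 lower, 238 higher), the single fit 1222 (869 lower, 353 higher), regions overlapping the other orientation 1381 (1307 lower, 74 higher), and regions above the lowest quartile of mean values 1046 (1033 lower, 13 higher). Quantile normalisation called 615 K27-K4 regions lower and 99 higher. Chosen after the data were seen, limma voom on the recovered reads called 1671 K27-K4 regions (1593 lower, 78 higher), the E14 regions 2230 (1902 lower, 328 higher), and the E14 regions with centring 1643 (1357 lower, 286 higher). Centring, a threshold of 2 on the log2 difference and no threshold left both counts within 1.5 times. For total H3K4me3, 1970 regions were called (1746 lower, 224 higher), against 3870 when centred (2896 lower, 974 higher) and 559 above the lowest quartile (558 lower, 1 higher). For total H3K27me3, 179 were called (172 lower, 7 higher), against 0 when centred (6960 at an unadjusted p under 0.05) and 346 above the lowest quartile (326 lower, 20 higher).

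Lower in both orientations were 453 regions, against 273 with quantile normalisation and 74 with plain eBayes. With plain eBayes 33 genes had such a region at the promoter. Higher in both were 0 regions, against 2 with plain eBayes and 6 with the single fit, and, chosen later, 4 with the E14 regions and 3 with these centred.

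The replicate block, which follows the pairing of libraries, raised the E14 orientation count from 0 (55 at an unadjusted p under 0.05) to 1523 and the interaction count from 0 (836 at an unadjusted p under 0.05) to 4. With each library centred on its median the E14 orientation count stayed at 0, with 459 at an unadjusted p under 0.05 (252 lower, 207 higher in K27-K4), and the median log2 difference went from 0.70 to 0.02. ReChIPs against in-line totals gave 6404 regions, 6054 with the block, of which 6015 were among the 6404, and 14399 against total H3K27me3 alone, a comparison chosen after the data were seen.

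Leaving out each clone in turn gave medians of called regions from -3.72 to -3.28 for K4-K27 lower, from 4.28 to 4.47 for K4-K27 higher and from -2.84 to -2.17 for K27-K4 lower. For total H3K4me3 they ran from -2.78 (without WT clone 58) to -1.78 (without WT clone 57) for lower regions and from 1.73 to 2.45 for higher ones. For total H3K27me3 they ran from -2.14 to -1.84 for lower regions and from 2.10 to 2.70 for higher ones. With each E14 replicate left out, the median of K27-K4 minus K4-K27 ran from 0.58 to 0.78. That of reChIPs minus totals ran from 0.77 (without replicate 2) to 1.70 (without replicate 1).

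Peak sets depended on the threshold by construction, since fewer regions pass it. At least 2 log2 units above IgG–IgG in every replicate were 4855 K4-K27 and 7725 K27-K4 regions in E14 cells, of which 3683 were shared. In the clones, 10028 WT K4-K27 regions and 7250 WT K27-K4 regions then overlapped a DKO region, and 8766 regions were found in both orientations in WT and/or DKO cells. In E14 cells, 3238 genes had such a shared region at the promoter, an alternative chosen later. Widths restricted to regions in both orientations had medians of 3300 bp for both E14 reChIPs, 1800 and 2400 bp for WT K4-K27 and K27-K4, and 1950 and 2850 bp for DKO K4-K27 and K27-K4. IgG–IgG had a fraction of 0.0689 of its reads in the shared regions.

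Over the IgG–IgG library of WT clone 57, median enrichment was 1.00 and 1.43 for E14 total H3K4me3 replicates 1 and 2, and 1.32 and 1.42 for total H3K27me3. Log2 ratios of mean linear values were below the medians in the clones. In clones 57 and 58 they were 2.49 and 2.14 for total H3K27me3 and 2.83 and 2.43 for K27-K4, and in clones 43 and 53 they were 2.27 and 2.22 for total H3K27me3 and 2.46 and 2.31 for K27-K4. There, between 39.3% and 49.9% of IgG–IgG values rested on 0 reads.

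The share of shared regions at promoters was 59.4%, 58.6% from 1 kb upstream to 100 bp downstream, 63.4% with 5 kb either side, and, chosen later, 65.2% with GENCODE start sites and 75.2% at the stricter peak threshold. Against random regions within 10 kb of start sites, the excess in GC fraction was 0.0518 and in CpG frequency 1.33 per 100 bp.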

Differences from the paper's values

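The paper reports 9202 K4-K27 peaks, 16400 K27-K4 peaks and 8789 shared peaks in E14 cells, against 24540, 36235 and 21857 in the deposited region sets. Of the alternatives set before the data were examined, regions at least 2 log2 units above IgG–IgG in both replicates gave 4855, 7725 and 3683, and every overlap rule gave 21857 shared regions, so that none closed the gap. The paper reports 5104 bivalent gene promoters, against 15305 genes here. With promoters from 1 kb upstream to 100 bp downstream it was 15075 genes and with 5 kb either side 16065, and neither closed the gap. The stricter peak threshold, chosen for this result after seeing the values, gave 3238 genes and did not close it.

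In the clones, the paper reports 9225 peaks in both orientations in WT and/or DKO cells, against 15460 here. A stricter overlap rule gave 15236 and did not close the gap, while regions at least 2 log2 units above IgG–IgG in both clones gave 8766, which did.

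Fig. 3A of the paper holds numbers in parentheses that its legend does not explain, taken here as the shared peaks by in-line totals. Read by eye, they are about 10 with both totals, about 1300 with only total H3K4me3 and about 160 with only total H3K27me3. The numbers here were 2774, 11334 and 2436. With the stricter overlap rule they were 2746, 11360 and 2370, and the gaps stayed.

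For the fraction of reads in peaks, the paper divides by all reads of a library and counts in its own peaks. Here the divisor was the reads behind the values, between 65.6% and 86.3% of the aligned reads, and the regions were the deposited sets. How much of the gaps this explains was not tested. The paper's fraction of reads in peaks for K4-K27 was about 0.09 in replicate 1 and about 0.16 in replicate 2 in Fig. 2D, read by eye, against 0.205 and 0.299 here. In the shared regions alone it was 0.201 and 0.297, which did not close the gap. For total H3K4me3 it was about 0.02 in replicate 1 and about 0.03 in replicate 2 in Fig. 2D, read by eye, against 0.0986 and 0.133 here, with no alternative set. For K27-K4 replicate 1 it was about 0.10 in Fig. 2D, read by eye, against 0.276 here, a gap smaller than the SD between the replicates here. That SD does not measure how far calculations on the same library may differ. The lowest depth of E14 replicate 2 is 45 M aligned reads in the paper, against 29.6 M reads behind the values here, with no alternative set. Those 29.6 M reads belong to total H3K4me3 replicate 2, for which the paper's Table S1 lists 45137400 aligned reads. The gap is thus one of unit, between aligned reads and the share of them behind the values.

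Some settings came close to the paper's numbers where the reported ones did not differ by more than 1.5 times. For K4-K27 regions lower in DKO clones the paper's Table S5 lists 595, with 741 here and 596 when each library was centred on its median. For gene promoters lower in both orientations the paper reports 266, with 295 here, 268 at a threshold of 2 on the log2 difference and 276 with promoters from 1 kb upstream to 100 bp downstream. For regions changed in both orientations the paper reports 566, with 453 here, 604 in a single fit to all WT and DKO libraries and, chosen after seeing the values, 591 with limma voom on the recovered reads. For K27-K4 regions lower in DKO clones the paper shows about 930 in Fig. 5C, read by eye, with 671 here, 869 in the single fit and 1033 without the quartile of regions lowest in mean value. Without the quartile of regions lowest in mean value the other 3 counts were 515 K4-K27 regions lower, 459 regions changed in both orientations and 316 genes, so that all 4 stayed within 1.5 times the paper's, as did those reported here. Other settings came close to some counts and not to others. Centring gave 337 regions changed in both orientations and 456 K27-K4 regions lower, the single fit gave 4283 K4-K27 regions lower and 343 genes, and voom, chosen after seeing the values, gave 1593 K27-K4 regions lower and 381 genes. The paper places 80% of the shared peaks at promoters or transcription start sites in its text and about 61% in the class promoter-TSS in Fig. 3F, read by eye, with 59.4% here and, at the stricter peak threshold chosen for this result after seeing the values, 75.2%.

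The paper states that no differentially enriched peak was higher in DKO cells. Here 0 regions were higher in both orientations, while 35 K4-K27 regions were higher in that orientation alone, and the paper's Table S5, in the part read here, lists 5 K4-K27 and 8 K27-K4 regions as higher. The paper describes the reChIP peaks as narrow beside a broader total H3K27me3 signal. Here the median width of the called E14 regions was 3000 bp for K4-K27 and 2400 bp for K27-K4, against 750 bp for total H3K27me3. In WT and DKO clones it was 1350 and 1500 bp for K4-K27, 900 and 900 bp for K27-K4, and 750 and 750 bp for total H3K27me3. Shared E14 regions had the same edges in both sets, so the E14 widths do not measure each orientation separately. Region width is also a different measure from the signal across peaks that the paper plots. The paper states that high confidence promoters had the highest levels of both totals. With classes by the in-line totals, in place of the independent totals of the paper, promoters with both totals had the highest median in 0 of the 4 in-line total libraries and in 4 of the 4 reChIP libraries. These values average over whole regions, and shared regions with both totals were wider (median 6450 bp) than those with only total H3K4me3 (3150 bp). At regions of total H3K4me3 itself, its medians were 1.42 and 1.58 with both totals, and 1.36 and 1.83 with total H3K4me3 alone. The order of the totals is thus not settled. The paper lists Klf4 and Gapdh as qPCR controls with H3K4me3 only and Gm6116 and Meis2 as controls with H3K27me3 only. Here a shared region, between 6900 and 21600 bp wide, covered the promoter of each. In that order, log2 enrichments over IgG–IgG were 2.25, 0.74, 1.73 and 2.66 in K27-K4 replicate 1. In K27-K4 replicate 2 they were 3.74, 1.48, 2.20 and 3.78. In K4-K27 they were 1.24, -1.55, 2.28 and 2.68 in replicate 1, and 2.43, 0.20, 1.51 and 2.82 in replicate 2. At Gapdh, K4-K27 was thus below IgG–IgG in replicate 1 and close to it in replicate 2.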

Other observations

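All tests in this part were chosen only after the result was seen, apart from the comparison of reChIPs with in-line totals, whose regroupings of libraries are a fixed test.

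K4-K27 replicate 1 of E14 cells stood apart from the other K4-K27 libraries across the shared regions. Its correlation with K4-K27 of the clones lay between 0.00765 and 0.215, against 0.524 to 0.696 for replicate 2, and with total H3K27me3 of its own replicate it was 0.701, against 0.152 for replicate 2. Too few reads are argued against by K27-K4 replicate 1, which has fewer reads and correlated at 0.852 with its replicate 2. A difference between the sequencing batches of the replicates is argued against by total H3K27me3, whose replicates correlated at 0.873. An exchange of labels between the 2 reChIPs of replicate 1 and a single library under a wrong label cannot be told apart from the other explanations. With K27-K4 of the clones, K27-K4 replicate 1 correlated at no less than 0.644 and K4-K27 replicate 1 at no less than 0.596, but K4-K27 replicate 2 did so at 0.646 to 0.713 as well, so these correlations do not separate the orientations in E14 cells. A different efficiency of the ChIP steps was not tested and stays open, and no biological explanation was tested.

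In the clones, the reChIPs followed the total of their first antibody. Across the shared regions, K4-K27 correlated with total H3K4me3 of the same clone at 0.720 to 0.862 and with total H3K27me3 at -0.239 to -0.0919. K27-K4 correlated with total H3K27me3 at 0.598 to 0.689 and with total H3K4me3 at 0.0184 to 0.360. At E14 regions of total H3K4me3 alone, median log2 enrichment was 1.70 to 2.37 in K4-K27 and 0.22 to 0.47 in K27-K4, and the smallest difference in a clone was 1.41. This may be material of the first ChIP carried into the second, which predicts such a difference. In E14 replicate 2 the same difference was -0.63. At regions of both totals it was -1.13 there, against -0.21 to 0.19 in the clones, so K27-K4 was the stronger library in E14 replicate 2. At regions of total H3K27me3 alone it was 0.41, the reverse of what carried material predicts. None of these differences is corrected for the strength of each library, so they do not decide whether material was carried over in E14 replicate 2. A lower yield of the second ChIP in the clones was not tested. Total H3K27me3 was below IgG–IgG at these regions in all clones, with median log2 values of -1.10 to -0.71, but the regions were chosen for having no total H3K27me3 region in E14 cells. Chromatin with both marks would raise both orientations, so without unequal yields it would not give this difference, and it was not tested further.

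In the clones, the K4-K27 values rest on 43.4% to 61.3% of the aligned reads in the paper's Table S1, against 76.1% to 82.6% in their total and K27-K4 libraries. Duplicate reads left out of the values are argued against by the WT K27-K4 libraries, which have more duplicates in Table S1 than the WT K4-K27 libraries and yet kept no less than 76.9%. Alignments of low mapping quality were not tested and stay open.

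On chromosome 14 from 40 to 90 Mb, E14 libraries had between 1.69% and 1.84% of the autosomal reads in regions, and the clones between 0.852% and 0.969%. Antibody enrichment is argued against by the IgG–IgG libraries, which differed there by 0.889 log2 units in the same direction. A candidate explanation is a different copy number of the segment in the E14 cells and the clones. The smallest gap between an E14 library and a clone library of the same ChIP was 0.869 log2 units, while E14 libraries and clones differed by -0.28 to 0.28 in the 240 bins of 10 Mb on the other autosomes. The segment holds 448 shared E14 regions, and comparisons of E14 cells with the clones there include this gap.

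On chromosome 8, log2 reads relative to WT were higher by 0.10 to 0.16 in DKO clone 43 and by 0.15 to 0.21 in DKO clone 53 over the ChIPs. On chromosome 12 the values were 0.11 to 0.18 in clone 43 and -0.0431 to -0.00259 in clone 53. No explanation was tested for these.

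Of the 35 K4-K27 regions higher in DKO clones, 30 had at most 1 read in both WT clones. They may reflect regions chosen by the DKO peak set with WT values at the lowest value that the deposited files hold. With counts under 3 reads set to 3, the median log2 difference of the 35 dropped from 4.37 to 2.70. In tests over the E14 regions, 4 regions were higher in both orientations, and these are named because of their values. They lie 96238 bp from Otol1, 21772 bp from Gm21190, 59088 bp from 4930505K14Rik and 17759 bp from Gm10190, with log2 differences in K4-K27 of 3.03, 1.72, 2.12 and 2.65 and in K27-K4 of 1.37, 1.16, 1.74 and 1.26. A gain in DKO cells stays open for them.

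For the reChIPs against the in-line totals of E14 cells, with 6404 regions called, 3 of the 35 splits of the 8 libraries gave as many regions, the real one included. The split by sequencing batch, replicate 1 against replicate 2, gave 0. The largest count, 9191, came from a split that set K4-K27 replicate 1, total H3K4me3 replicate 1 and both total H3K27me3 libraries against the others. Among the 18 splits that, as the real one, set 2 libraries of each replicate number on either side, only the real split reached its count, and the next gave 4949. With the replicate block, 6054 regions were called.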
